# LAPTM4B is associated with poor prognosis in NSCLC and promotes the NRF2-mediated stress response pathway in lung cancer cells

**DOI:** 10.1038/srep13846

**Published:** 2015-09-07

**Authors:** Yuho Maki, Junya Fujimoto, Wenhua Lang, Li Xu, Carmen Behrens, Ignacio I. Wistuba, Humam Kadara

## Abstract

We recently demonstrated that lysosomal protein transmembrane 4 beta (*LAPTM4B*) is elevated in non-small cell lung cancers (NSCLCs) and in the surrounding premalignant airway field of cancerization. In the present study, we sought to begin to understand the relevance of *LAPTM4B* expression and signaling to NSCLC pathogenesis. *In situ* hybridization analysis of *LAPTM4B* transcript in tissue microarrays comprised of 368 NSCLCs demonstrated that *LAPTM4B* expression was significantly increased in smoker compared to non-smoker lung adenocarcinoma tumors (*P* < 0.001) and was significantly associated with poor overall survival (*P* < 0.05) in adenocarcinoma patients. Knockdown of *LAPTM4B* expression inhibited cell growth, induced cellular apoptosis and decreased cellular autophagy in serum starved lung cancer cells. Expression profiling coupled with pathways analysis revealed decreased activation of the nuclear factor erythroid 2-like 2 (*NRF2*) stress response pathway following *LAPTM4B* knockdown. Further analysis demonstrated that *LAPTM4B* augmented the expression and nuclear translocation of the *NRF2* transcription factor following serum deprivation as well as increased the expression of *NRF2* target genes such as heme oxygenase 1/*HMOX1*). Our study points to the relevance of *LAPTM4B* expression to NSCLC pathogenesis as well as to the probable role of *LAPTM4B*/*NRF2* signaling in promoting lung cancer cell survival.

Lung cancer is the leading cause of cancer deaths in the United States and worldwide^1^,^2^. Non-small cell lung cancer (NSCLC) represents the majority (~85%) of all lung tumors, with lung adenocarcinomas (LUADs) and squamous cell carcinomas (SCCs) the most frequently diagnosed histological subtypes^3^. The high mortality of NSCLC is, in part, due to late diagnosis after regional or distant spread of the disease^4^,^5^. Even for early stage (stage-I) NSCLC, five-year survival rates reach only ~50% warranting the unmet need for better clinical management of NSCLC^4^,^5^. Despite this urgency, our understanding of NSCLC pathogenesis, which in turn is crucial for identification of new targets for prevention and treatment of this malignancy, is still lacking.

Previous work has suggested that lung carcinogenesis, to a large part, is a multistep process involving smoking-induced damage throughout the airway, a phenomenon termed airway field cancerization^6^,^7^. Genetic changes that are characteristic of lung tumors are present in adjacent visually normal-appearing airway epithelium^6^,^7^,^8^,^9^,^10^,^11^,^12^,^13^,^14^. These airway field cancerization effects provide powerful means to understand early molecular aberrations in lung cancer development^6^,^7^. A recent study by our group pinpointed genes in airway field cancerization that gradually increase or decrease with shorter distance of the airway from the nearby tumor and that are recapitulated in the NSCLCs^11^. Notably, our recent study demonstrated that lysosomal protein transmembrane 4 beta (*LAPTM4B*) is largely elevated in airways closest to tumors and in NSCLCs compared to normal lung tissues as well as promotes anchorage-independent growth of lung cancer cells^11^.

*LAPTM4B* is tetratransmembrane lysosomal protein^15^ that is over-expressed and associated with poor prognosis in various malignancies including ovarian, hepatocellular and prostate cancer^16^,^17^,^18^. Polymorphisms in *LAPTM4B* have been shown to be associated with susceptibility to various malignancies including breast and lung carcinomas^19^,^20^. Moreover, genomic amplification of *LAPTM4B* was demonstrated to be significantly associated with resistance to adjuvant chemotherapy in human primary breast cancer^21^. *LAPTM4B* was found to mediate breast cancer resistance to anthracycline therapy, in part, by decreasing trafficking of the drug to breast cancer cell nuclei^21^. In addition, *LAPTM4B* was shown in breast tumor cells to mediate formation of autolysosomes from fusion of lysosomes with autophagosomes, an essential step in activation of autophagy^22^, in response to metabolic and genotoxic stress^23^. More recently, *LAPTM4B* was found to facilitate the role of inactive epidermal growth factor receptor (*EGFR*) in autophagy initiation^24^.

The expression pattern of *LAPTM4B* in human NSCLC and the role of this putative oncogene in NSCLC pathogenesis and cell signaling remain elusive. In this study, we analyzed *LAPTM4B* expression in NSCLC histological tissue specimens in association with various clinicopathological variables and studied the impact of *LAPTM4B* expression on the malignant phenotype *in vitro*. We report that high *LAPTM4B* expression is indicative of poor survival in LUAD and that *LAPTM4B* protects cells from starvation-induced stress, promotes cellular autophagy and activates *NRF2*-mediated cell stress response and pathway suggesting that *LAPTM4B* may be a viable target for NSCLC therapy.

## Results

### *LAPTM4B* is up-regulated in smoker LUADs and associated with poor prognosis

We recently found that *LAPTM4B* is an airway field cancerization marker that is largely elevated in NSCLCs and the surrounding airway epithelial field^11^ indicating that *LAPTM4B* may play important roles in NSCLC pathogenesis. The expression pattern of *LAPTM4B* in NSCLC specimens is unknown. Therefore, we sought to characterize *LAPTM4B* expression in a large series of NSCLC specimens in the context of various clinicopathological variables including patient outcome. We analyzed *LAPTM4B* expression by *in situ* hybridization (ISH) in a NSCLC (n = 368) tissue microarray (TMA, 245 LUADs and 123 SCCs) derived from patients (Supplementary Table S1) who did not receive neoadjuvant treatment. Detection of *LAPTM4B* by ISH was confirmed using fixed sections of Calu-6 cells transfected with control and *LAPTM4*B-siRNA and cells examined similarly except for omission of the *LAPTM4B* probe served as a negative control for the ISH assay (Fig. 1A, upper panels). *LAPTM4B* expression by ISH was markedly reduced in cells transfected with *LAPTM4B*-specific siRNA (Fig. 1A, upper panels) which was corroborated by quantitative real-time PCR (qRT-PCR) analysis (Fig. 1A, lower panels) and by western blotting analysis (Supplementary Figure S1). Fig. 1B depicts representative photomicrographs of LUAD (upper panels) and SCC (lower panels) specimens with relatively high (left panels) and low (right panels) *LAPTM4B* mRNA which was found to be confined to epithelial tumor cells and absent in the stroma. LUADs and SCCs exhibited similar average *LAPTM4B* expression scores by ISH and which were not significantly different among the two histologies (Supplementary Table S2). Notably, *LAPTM4B* was significantly higher in smokers (former or current smokers) compared to non-smoker LUADs (*P* < 0.01, Fig. 1C). Additionally, one-way ANOVA demonstrated a significant trend in elevated *LAPTM4B* expression with highest expression in current smokers and lowest in non-smokers (*P* < 0.01). We then examined association of *LAPTM4B* with survival in the 245 LUADs and 123 SCCs we had analyzed by ISH. LUAD patients with relatively higher (greater than the median) *LAPTM4B* mRNA expression exhibited significantly worse overall survival (*P* < 0.05 of the log-rank test) in comparison to patients with relatively lower *LAPTM4B* mRNA (Fig. 1D). These findings suggest that *LAPTM4B* field cancerization marker is associated with poor clinical outcome in NSCLC.

### *LAPTM4B* protects cells from serum starvation induced growth inhibition and promotes autophagy

Earlier reports have demonstrated that *LAPTM4B* mediates breast cancer cell survival and promotes autophagy, through fusion of autophagosomes and lysosomes, following metabolic stress (e.g. nutrient deprivation)^21^,^23^. We were prompted to examine the impact of *LAPTM4B* expression on growth inhibitory effects of serum starvation in lung cancer cells. RNA interference-mediated knockdown of *LAPTM4B* significantly (*P* < 0.05) augmented cell growth inhibition induced by serum starvation (Fig. 2A) (upper panels, cell growth plots; lower panels, bright field images of cells at 72 h following serum deprivation and knockdown) irrespective of starting cell numbers (data not shown). It is important to note that we observed that Calu-6 cells, which typically exhibit mutations in the *KRAS* oncogene, were more sensitive to growth inhibitory effects of serum deprivation compared to *KRAS* wild type H1650 cells (Fig. 2A). In addition, western blotting analysis demonstrated that knockdown of *LAPTM4B* induced cleavage of poly (ADP) ribose polymerase 1 (PARP1) in cells cultured with serum as well as increased serum starvation-induced PARP cleavage (Fig. 2B) indicative of augmented apoptosis induction^25^,^26^. Additionally, PARP cleavage was more pronounced in *KRAS* mutant Calu-6 cells compared to *KRAS* wild type H1650 cells. The findings on PARP1 cleavage demonstrate that the cell growth inhibitory effects of *LAPTM4B* knockdown in serum-deprived cells may be, in part, attributed to cell death and apoptosis induction. We then sought to examine the potential implication of *LAPTM4B* in serum starvation-induced autophagy. Calu-6 lung cancer cells transfected with scrambled or *LAPTM4B*-targeting siRNA were cultured with medium containing pepstatin A and EST in the presence or absence of serum in order to study potential accumulation of LC3-II and p62/SQSTM1 autophagy markers^27^,^28^. Western blotting analysis demonstrated that both LC3-II and p62 protein levels were increased following knockdown of *LAPTM4B* (Fig. 2C) suggestive of accumulation of autophagosomes and inhibition of autolysosome formation. We then performed immunocytochemical (ICC) analysis in serum-starved cells over-expressing FLAG-tagged LAPTM4B protein. This analysis demonstrated that LAPTM4B protein co-localized with LC3 following serum starvation (Fig. 2D) suggestive of fusion of autophagosomes with lysosomes for continued autophagy flux. These findings corroborate earlier reports^23^ and demonstrate a cytoprotective role for *LAPTM4B* in promoting autophagy in lung cancer cells following cellular stressors such as nutrient deprivation.

### *LAPTM4B* suppression inhibits the *NRF2*-mediated stress response and pathway

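Calu-6 lung cancer cells received scrambled siRNA (siControl) or *LAPTM4B* siRNA (siLAPTM4B) from Dharmacon with Lipofectamine RNAiMAX. On the following day they were kept in medium with 10% FBS or moved to medium without serum. Total RNA was taken 48 h after the change of medium, which is 72 h after transfection. Each of the 4 groups had 3 biological replicates, so that 12 Affymetrix Human Gene 1.0 ST arrays were measured. The authors normalized the arrays by RMA and took log2 values in BRB-ArrayTools v 4.3.0, and these values are used here as deposited. Of the features on the array, 19460 carry exactly 1 gene symbol, and these stand for 18417 genes. For each serum condition, siLAPTM4B was compared with siControl over its 6 arrays with limma, and p was adjusted by Benjamini-Hochberg over these features, with genes called at an adjusted p under 0.05. A log2 fold change is positive where the value was higher after knockdown. Whether the effect of knockdown differed between the media was tested as an interaction over all 12 arrays. The knowledge base of the pathway software is not used here, and 28 gene lists from general knowledge take its place. They were written before the deposited values were examined but after parts of Supplementary Tables S3 and S4 had been read. Those supplementary tables give knockdown results of the same arrays, so the lists are not fully independent of the results. Each list was compared with the remaining genes by camera, a test of limma that was run with a preset correlation of 0.01 between genes, and the p of a list was adjusted over the 28 lists.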

To gain additional insights into mechanisms of *LAPTM4B* oncogenic function and cell signaling, we sought to compare and contrast the transcriptome of cells transfected with scrambled siRNA and *LAPTM4B*-specific siRNA and cultured in the presence or absence of serum. We chose the Calu-6 cell line for the microarray experiment due to our observation noted above (Fig. 2) that this cell line displayed more pronounced cell growth inhibition following serum deprivation and apoptosis following *LAPTM4B* knockdown compared to the *KRAS* wild type H1650 cell line. Gene expression profiling, using the Affymetrix Human Gene 1.0 ST platform, identified 1,252 gene features in serum-starved Calu-6 cells and 1,669 gene features in cells cultured with 10% FBS that were significantly differentially expressed, based on a *P* < 0.01 threshold, by *LAPTM4B* knockdown (Fig. 3A, Supplementary Tables S3 and S4, respectively). 

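*LAPTM4B* (probe set 8147503) fell further than any other gene in both media. Without serum, knockdown lowered more genes than it raised, and osteopontin (*SPP1*), cyclooxygenase 2 (*PTGS2*), the interleukin-7 receptor (*IL7R*) and *FGF7* followed *LAPTM4B* among those that fell. With 10% FBS, genes changed in both directions, with the LIF receptor (*LIFR*), TRAIL (*TNFSF10*) and *F2RL2* after *LAPTM4B* at the lower end and *MMP1*, *NDRG1* and *RNF182* at the upper end. Of the genes called in both media, only *PLAU* changed in opposite directions.
The *LAPTM4B* value without serum was 11.91 ± 0.037 (SD, n = 3 arrays) in siControl cells and 10.49 ± 0.045 (SD, n = 3) in siLAPTM4B cells. This is a log2 fold change of -1.42 (standard error 0.05, adjusted p = 8.6e-06 from limma), or 0.373 of the level in siControl cells. With 10% FBS the values were 11.77 ± 0.024 and 10.01 ± 0.024 (SD, n = 3 each), a log2 fold change of -1.75 (standard error 0.04, adjusted p = 6.4e-07 from limma) or 0.296 of the siControl level. In both media all siLAPTM4B arrays lay below all siControl arrays (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow).

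**Figure D1:**
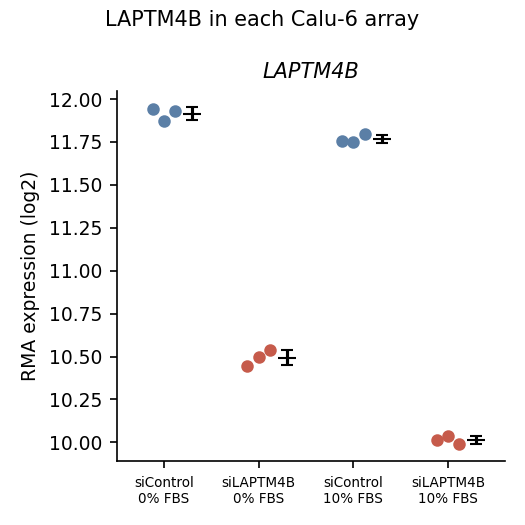
RMA expression (log2) of LAPTM4B in the 12 Calu-6 arrays by siRNA and serum. Points are arrays, and the bar beside them gives the mean and SD of 3 arrays; the siLAPTM4B arrays lie below the siControl arrays in both media.

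Without serum, 454 features with 1 gene symbol were called, 115 higher and 339 lower. The log2 fold change was -1.22 (standard error 0.06) for *SPP1*, -1.21 (0.09) for *PTGS2*, -1.03 (0.06) for *IL7R* and -1.02 (0.10) for *FGF7*. The largest increases were 0.97 (0.08) for *SPON1*, 0.67 (0.06) for *RNF182* and 0.56 (0.05) for *NTSR1*. With 10% FBS, 793 such features were called, 387 higher and 406 lower. Leaving out 1 array gave 118 to 290 without serum, the lowest without siLAPTM4B replicate 2, and 228 to 482 with 10% FBS, the lowest without siControl replicate 2. *LIFR* had a log2 fold change of -1.16 (0.06), *TNFSF10* of -1.09 (0.10) and *F2RL2* of -1.05 (0.08), while *MMP1* had 0.82 (0.09), *NDRG1* 0.77 (0.06) and *RNF182* 0.76 (0.06).
Counted once per gene, 127 genes were lower in both media, where 6.82 would be shared by independent lists of that size, and 59 were higher in both, against 2.20. Across the 18417 genes, which are not independent replicates, the log2 fold changes of the media had a Pearson correlation of 0.40, and it was 0.68 over the 1004 genes called in either medium. At the unadjusted p under 0.01 that the methods name, limma called 1262 of all features without serum, 425 higher and 837 lower, and 1680 with 10% FBS, 760 higher and 920 lower, where chance alone gives 333. These hold 1243 of the features in Supplementary Table S3 and 1665 of those in Supplementary Table S4, all in the direction given there. After Benjamini-Hochberg adjustment over all features, 134 and 279 remained at an adjusted p under 0.05.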

To gain insights into functional gene expression programs downstream of *LAPTM4B*, we interrogated, using Ingenuity Pathways analysis (IPA), topological gene interaction networks that are differentially modulated following *LAPTM4B* knockdown in serum-starved cells compared to cells cultured in serum-containing medium. This analysis demonstrated that knockdown of *LAPTM4B* in serum starved cells molecularly mimicked effects of several anti-cancer agents including small molecular weight inhibitors of PI3K and MEK (LY294002 and U0126, respectively) (Fig. 3B). Moreover, the comparative pathways analysis predicted inhibition (indicated by a negative Z-score) by *LAPTM4B* knockdown of several regulators of gene expression (e.g. transcription factors) which was augmented in serum starved cells compared to cells cultured in serum (Fig. 3B). 

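*LOX* and *THBS1*, which respond to TGF-beta, fell after knockdown in serum-starved cells, and *THBS1* fell with 10% FBS as well. *HMMR* rose in both media, and *NEK2*, like it a gene of the G2 and M phases, rose with 10% FBS. The p53 target *CDKN1A* fell in both media. As whole lists, the changes described here were called with the preset correlation of camera, and each call was lost with an estimated one. Such a loss does not by itself show that correlation between genes made the call.
Without serum, the 22 measured TGF-beta genes had a mean log2 fold change of -0.11 (camera adjusted p = 3.5e-05), with 0 called higher and 4 lower by limma (2 and 11 at an unadjusted p under 0.05), and 1 higher and 8 lower when adjusted over the list alone. This call was lost with adjusted p = 0.32 with an estimated correlation. *LOX* had a log2 fold change of -0.41 (standard error 0.05) and *THBS1* of -0.34 (0.05). In serum this list had a mean of -0.028 (adjusted p = 0.41), although *THBS1* had -0.57 there. The mean log2 fold change of the ATF4 list was -0.064 without serum (adjusted p = 0.0016) and -0.074 with 10% FBS (adjusted p = 0.0075), and these gave adjusted p = 0.53 and 0.42 with an estimated correlation. Without serum 1 of its 39 genes was called, *SLC7A11*, which is also on the list of NRF2 targets. With 10% FBS 5 were called lower, *SLC7A11* among them. For the unfolded protein response the means were -0.052 (adjusted p = 0.019) and -0.057 (adjusted p = 0.010), with adjusted p = 0.53 and 0.50 with an estimated correlation. Without serum limma called 0 of its 24 genes, and 4 had an unadjusted p under 0.05. With 10% FBS 1 was called lower.
With 10% FBS, the G2 and M phase genes had a mean log2 fold change of 0.11 (adjusted p = 1.2e-08), with 51 of 53 on the positive side, and the S phase genes 0.083 (adjusted p = 5.2e-05), with 37 of 41. These calls gave adjusted p = 0.41 and 0.50 with an estimated correlation, and 5 and 1 of the genes were called. *HMMR* rose by 0.43 (standard error 0.08) and *NEK2* by 0.37 (0.05) on the log2 scale, and *HMMR* also rose without serum (0.40). Without serum the means were 0.038 (adjusted p = 0.041, and adjusted p = 0.77 with an estimated correlation) and -0.0064 (adjusted p = 0.84). Also with 10% FBS, NF-kappaB and inflammatory genes had a mean of 0.081 (adjusted p = 0.0084), interferon response genes 0.070 (adjusted p = 0.0075), anti-apoptotic genes 0.094 (adjusted p = 0.020) and cholesterol genes, of which 19 of 25 were measured, -0.069 (adjusted p = 0.0031). In that order these calls gave adjusted p = 0.41, 0.42, 0.42 and 0.41 with an estimated correlation. Without serum the same 4 lists were not called (adjusted p = 0.27, 0.71, 0.27 and 0.29).
Apart from the NRF2 lists and the immediate early genes, which are described below, the remaining lists were called in neither medium. The mean of the autophagy machinery was -0.019 without serum and 0.051 with 10% FBS (adjusted p = 0.41 and 0.11), and that of the lysosome genes -0.029 and 0.017 (0.21 and 0.52). Pro-apoptotic genes had -0.0060 and -0.020 (0.94 and 0.41) and p53 targets -0.049 and 0.0012 (0.27 and 0.76), although the p53 target *CDKN1A* fell in both, by 0.53 and 0.45 on the log2 scale. Genes of fatty acid synthesis had 0.041 and 0.064 (0.21 and 0.11), extracellular matrix genes 0.012 and 0.026 (0.62 and 0.70) and hypoxia targets 0.039 and -0.032 (0.21 and 0.19). The difference between the media, without serum minus with 10% FBS, was called for autophagy (-0.070, adjusted p = 0.016), lysosome (-0.046, 0.031) and hypoxia (0.070, 0.0032), and these gave adjusted p = 0.42, 0.48 and 0.48 with an estimated correlation.

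**Figure D2:**
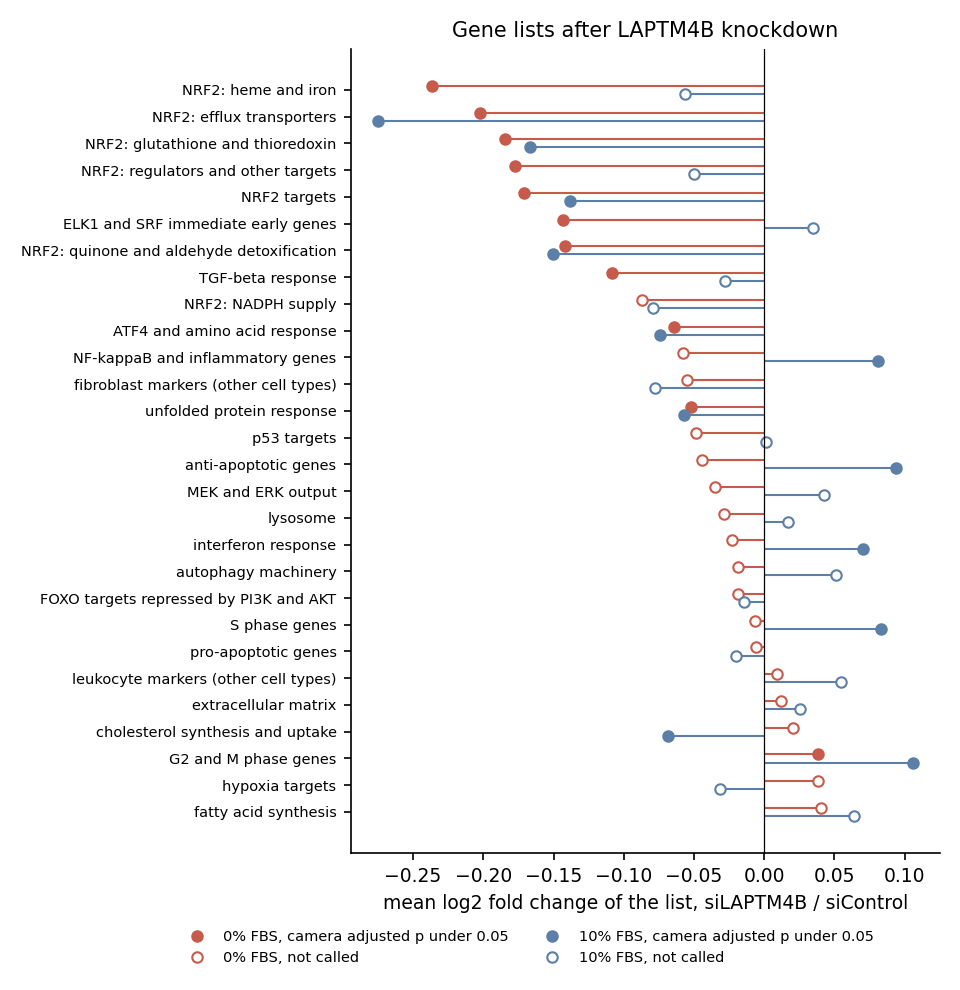
Mean log2 fold change of each of the 28 gene lists after LAPTM4B knockdown, without serum (red) and with 10% FBS (blue). Filled points passed an adjusted p under 0.05 from camera with the preset correlation of 0.01; in both media the list of all NRF2 targets lies lower than each list that is not one of its parts.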

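*EGR1*, *FOS* and *NR4A3*, immediate early genes that ELK1 and SRF switch on downstream of ERK, fell after knockdown in serum-starved cells. They were 3 of 28 such genes, whose list was called lower, with adjusted p = 0.25 with an estimated correlation. The genes that mark MEK and ERK output, feedback phosphatases such as *DUSP5* among them, were not shifted as a group. Genes that FOXO factors transcribe when PI3K and AKT are inactive were not shifted either, and *TP53INP1* alone among them was called higher.
*EGR1* had a log2 fold change of -0.67 (standard error 0.07, adjusted p = 0.0026 from limma) and *FOS* of -0.62 (0.09, adjusted p = 0.011). Of the 28 measured immediate early genes 25 had a negative log2 fold change, and their mean was -0.14 (camera adjusted p = 3.4e-07, and adjusted p = 0.25 with an estimated correlation). By limma 0 were called higher and 3 lower (1 higher and 13 lower at an unadjusted p under 0.05), and when adjusted over the list alone 1 was higher and 11 were lower.
The 22 genes of MEK and ERK output had a mean log2 fold change of -0.035 (adjusted p = 0.83), and their median was 0.026. *EGR1*, *IL1RAP* (-0.44) and *DUSP5* (-0.27) were called lower and 0 higher by limma, and 3 were higher and 4 lower both at an unadjusted p under 0.05 and when adjusted over the list alone. The 23 FOXO targets had a mean of -0.018 (adjusted p = 0.41), and *TP53INP1* had 0.23 (standard error 0.05, adjusted p = 0.043). When adjusted over the FOXO list alone, 1 was higher and 2 were lower.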

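The effect of *LAPTM4B* knockdown differed between serum-starved cells and cells in serum for 51 genes. This count was 17 over all features and 19 to 51 with 1 array left out, the lowest without siLAPTM4B 0% FBS replicate 1. It was 84 with a replicate block, 105 with dim features left out and 163 with an intensity trend and robust prior variance. For 37 of the 51, among them *FOS*, *IL7R*, *HAS2* and *FGF7*, knockdown acted more negatively without serum. *FOS* fell without serum, and with 10% FBS its estimate was positive and not called. For the other 14, among them *TNFSF10*, *LIFR* and *PLAU*, it acted more negatively with serum. In the siControl arrays without serum, *LIFR* lay at 5.49 to 5.69 and *TNFSF10* at 5.55 to 5.77. These values are below the lower quartile of each of those arrays (6.14 to 6.17). A fall may hardly show at such signals, so the differences of *LIFR* and *TNFSF10* do not settle a dependence on serum.
The difference in log2 fold change, without serum minus with 10% FBS, was -0.90 for *FOS* (standard error 0.13, adjusted p = 0.0096 from limma's interaction test, and 0.051 over all features; range 0.00040 to 0.051 over 19 alternatives). With 10% FBS the log2 fold change of *FOS* was 0.28 (adjusted p = 0.084). It was called higher there with dim features left out (0.044) and with an intensity trend and robust prior variance together (0.033, range 0.033 to 0.26 over 15 alternatives). The call of *FOS* without serum was lost without siLAPTM4B 0% FBS replicate 2 (adjusted p = 0.057) and over all features (0.060). It was also lost with Student's t-test after adjustment (0.15), and the range was 0.00021 to 0.15 over 15 alternatives. *EGR1* had a difference of -0.48 (standard error 0.09, adjusted p = 0.042), a call that was lost without each of the arrays but siControl 0% FBS replicate 2 (adjusted p 0.058 to 0.10) and over all features (0.12; range 0.0015 to 0.12 over 19 alternatives). The differences were -0.88 for *IL7R*, -0.87 for *HAS2* and -0.81 for *FGF7*, and 0.93 for *TNFSF10*, 0.93 for *LIFR* and 0.89 for *PLAU*. *HAS2* rose with 10% FBS (0.73) and was not called without serum (-0.14, adjusted p = 0.24).
Over the 28 immediate early genes the mean difference was -0.18 (camera adjusted p = 1.4e-08, and adjusted p = 0.066 with an estimated correlation), and 24 of them lay on the negative side. In serum their mean log2 fold change was 0.034 (adjusted p = 0.26). The mean difference was -0.078 for the genes of MEK and ERK output (adjusted p = 0.016, and adjusted p = 0.42 with an estimated correlation). It was -0.0037 for the FOXO targets (adjusted p = 0.84). In serum neither list was called (0.042, adjusted p = 0.11, and -0.015, adjusted p = 0.52). The *ELK1* transcript was not called in either medium (-0.0086, adjusted p = 0.97, and -0.11, adjusted p = 0.43).

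**Figure D3:**
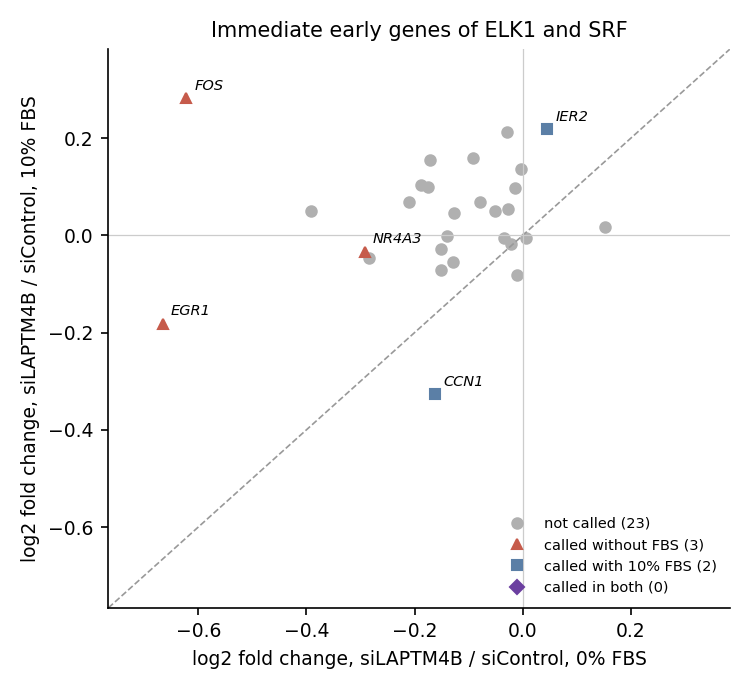
Log2 fold change after LAPTM4B knockdown of the 28 measured immediate early genes of ELK1 and SRF, without serum (x axis) and with 10% FBS (y axis). Each point is a gene, shapes mark the medium in which it was called at an adjusted p under 0.05, and the dashed line marks equal effects; 24 genes lie above it.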

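*HMOX1*, *SLC7A11*, *ME1* and *GCLM* fell the most among the targets of NRF2 in serum-starved cells. The whole list had the lowest mean of the 22 lists that are not its own parts, a ranking that was not tested, and its call gave adjusted p = 0.25 with an estimated correlation. Nearly every measured target had a negative estimate, across glutathione synthesis, heme breakdown, quinone detoxification and export.
Of the 60 listed targets 53 were measured, and without serum 50 of these had a negative log2 fold change. Their mean was -0.17 and their median -0.16 (camera adjusted p = 5.4e-17, and adjusted p = 0.25 with an estimated correlation). By limma 12 targets were called lower and 0 higher (29 and 2 at an unadjusted p under 0.05), and 28 were lower and 2 higher when adjusted over the list alone. *GCLM*, a subunit of the enzyme that starts glutathione synthesis, had a log2 fold change of -0.41 (standard error 0.07, adjusted p = 0.019). A test of whether the list's genes moved to one side on balance, fry, gave an adjusted p of 0.014 without serum.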

Notably, the analysis revealed that the *NRF2* transcription factor exhibited the lowest Z score and activated state following *LAPTM4B* knockdown in serum starved lung cancer cells (Fig. 3B). Further analysis also demonstrated that the *NRF2*-mediated stress response and pathway was the most down-regulated canonical pathway by *LAPTM4B* knockdown (P < 0.001) (Fig. 3C). In addition, a topologically organized gene network mediated by *NRF2* was found to be enriched with genes that were preferentially down-regulated by *LAPTM4B* knockdown in serum starved lung cancer cells including various anti-oxidant genes (e.g. *HMOX1*) (Fig. 3D). 

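With 10% FBS, 12 of the 53 NRF2 targets fell after knockdown, and the call of their list gave adjusted p = 0.30 with an estimated correlation. *SLC7A11*, *ME1*, *NQO1*, *ABCC2* and *AKR1C3* fell in both media, while *HMOX1*, *GCLM* and *NQO2* were called only without serum and *ABCG2*, *AKR1C2* and *TXN* only with serum. *IDH1* was the only target called higher, with 10% FBS. Among the heme and iron genes *HMOX1* alone was called, without serum.
With 10% FBS the mean log2 fold change of the 53 targets was -0.14 (camera adjusted p = 1.2e-08, and adjusted p = 0.30 with an estimated correlation). 12 were called lower and 1 higher, and 21 were lower and 2 higher when adjusted over the list alone. The difference between the media, without serum minus with 10% FBS, was -0.033 for the list (adjusted p = 0.22), and 0 of the 53 targets passed limma's interaction test at an adjusted p under 0.05, while 12 had an unadjusted p under 0.05, 8 of them more negative without serum. *ABCG2* had a log2 fold change of -0.81 with 10% FBS (standard error 0.08, adjusted p = 0.0018) and -0.31 without serum (adjusted p = 0.090). In the siControl arrays without serum it lay at 6.08 to 6.26, near the lower quartile of those arrays (6.14 to 6.17). The smaller fall of *ABCG2* there therefore does not settle a dependence on serum. *AKR1C3* had -0.64 with 10% FBS and -0.33 without serum (adjusted p = 0.0050 and 0.043).
The 14 genes of the glutathione and thioredoxin systems had a mean of -0.18 without serum (adjusted p = 1.6e-08) and -0.17 with 10% FBS (adjusted p = 4.1e-05), with adjusted p = 0.26 and 0.33 with an estimated correlation. The 6 efflux transporters had -0.20 (adjusted p = 1.0e-04) and -0.28 (adjusted p = 4.1e-05), with adjusted p = 0.32 and 0.39 with an estimated correlation. The 15 genes of quinone and aldehyde detoxification had -0.14 (adjusted p = 6.5e-05) and -0.15 (adjusted p = 4.8e-04), with adjusted p = 0.25 and 0.39 with an estimated correlation. The 7 genes of heme and iron had a mean of -0.24 and a median of -0.16 without serum (adjusted p = 1.8e-04, and adjusted p = 0.36 with an estimated correlation) and -0.056 with 10% FBS (adjusted p = 0.30). Their difference between the media had a mean of -0.18 (adjusted p = 0.013, and adjusted p = 0.36 with an estimated correlation) and a median of -0.14. *HMOX1*, which is 1 of the 7, had a difference of -0.78. The 6 regulators and other targets had -0.18 without serum (adjusted p = 9.5e-05, and adjusted p = 0.25 with an estimated correlation) and -0.050 with 10% FBS (adjusted p = 0.32). For these the difference between the media was -0.13 (adjusted p = 0.0081, and adjusted p = 0.29 with an estimated correlation). The 5 enzymes of NADPH supply were not called (-0.087 and -0.079, adjusted p = 0.21 and 0.15).

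**Figure D4:**
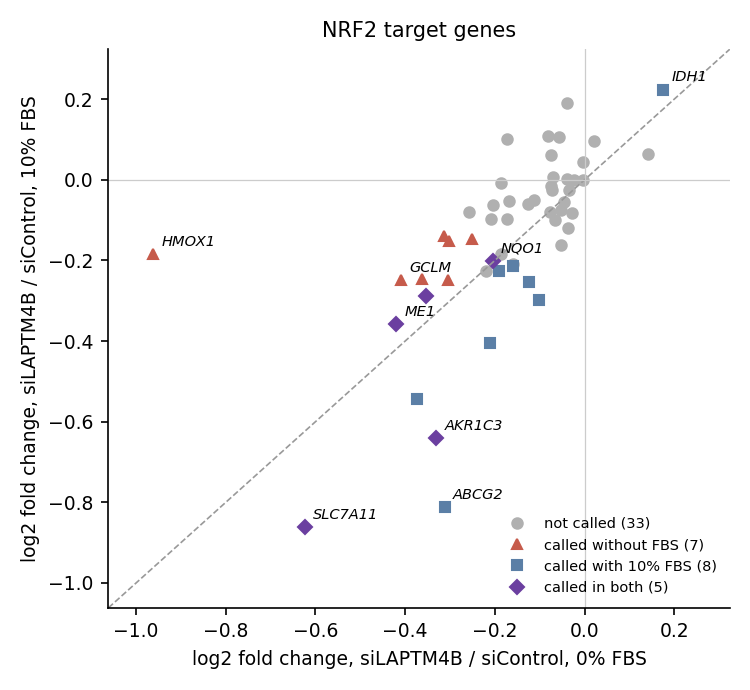
Log2 fold change of the 53 measured NRF2 targets after LAPTM4B knockdown, without serum (x axis) and with 10% FBS (y axis). Each point is a gene, shapes mark the medium in which it was called at an adjusted p under 0.05, and the dashed line marks equal effects; 5 targets were called in both media.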

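Of the 36 genes drawn in the network of Fig. 3D, 34 are analysed here. All 31 of these that the figure draws as down-regulated had a negative log2 fold change in serum-starved cells, and 29 of them also with 10% FBS. *PTGS2* and *HMOX1* had the largest falls without serum, followed by *MGLL*, *SLC7A11*, *SLC7A8* and *TBXAS1*.
Without serum, 18 of the 31 were called lower, and of the 3 genes drawn as up-regulated, *EPHB4*, *IL13* and *SERPINA3*, only *EPHB4* was called higher (0.29, adjusted p = 0.047). In serum, 12 were called lower, and 0 of the 3 higher by limma, none of these with an unadjusted p under 0.05. The study took these genes from its own comparison of the same arrays, so their direction without serum, and any comparison of its size with that in serum, is not independent evidence. In limma's interaction test 0 of the 34 had an adjusted p under 0.05, 13 an unadjusted p under 0.05 and 8 an unadjusted p under 0.01. *MGLL*, a lipase, had a log2 fold change of -0.64 without serum and -0.42 with 10% FBS (adjusted p = 6.2e-04 and 0.0060). For *SLC7A8* the values were -0.52 and -0.60 (adjusted p = 0.0023 and 7.4e-04). *TBXAS1* had -0.52 without serum (adjusted p = 0.0023) and -0.24 with 10% FBS (adjusted p = 0.054). *MAPK10* fell without serum (-0.37, adjusted p = 0.043) and had 0.0051 with 10% FBS (adjusted p = 0.98). Among the anti-oxidant enzymes, *TXNRD1* (-0.17, adjusted p = 0.076), *SRXN1* (-0.19, 0.082), *SOD1* (-0.16, 0.10), *GPX2* (-0.17, 0.12) and *GCLC* (-0.26, 0.085) had negative estimates without serum that were not called.

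**Figure D5:**
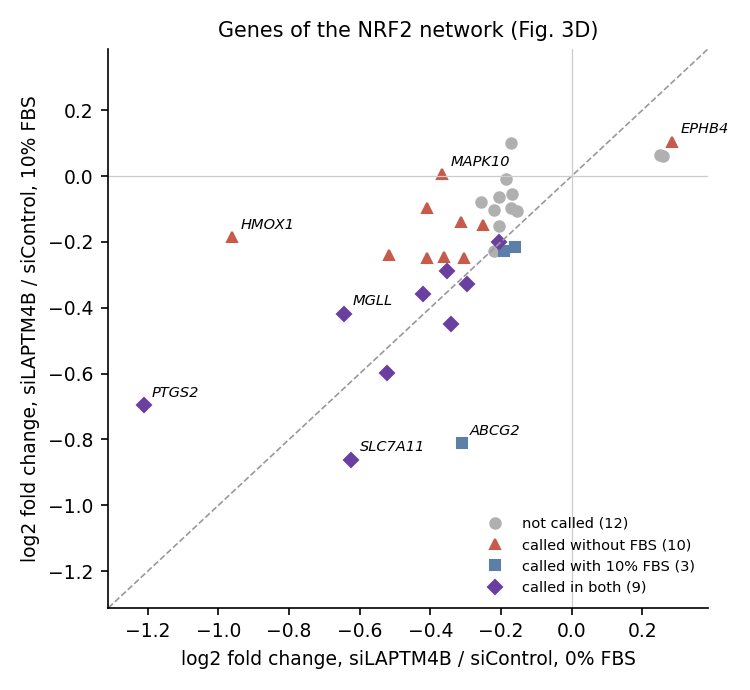
Log2 fold change after LAPTM4B knockdown of the 34 measured genes of the NRF2 network in Fig. 3D, without serum (x axis) and with 10% FBS (y axis). Each point is a gene, shapes mark the medium in which it was called at an adjusted p under 0.05, and the dashed line marks equal effects; 9 genes were called in both media.

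From the negative Z-score of NRF2, the ranking of its pathway and this network, the paper concludes that *LAPTM4B* knockdown lowers the NRF2 program in serum-starved cells, and it states that *HMOX1* and other anti-oxidant genes belong to it.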

Our microarray transcriptome profiling and pathways analyses provide additional insights into the impact of *LAPTM4B* expression on oncogenic cellular signaling in lung cancer cells.

### *LAPTM4B* promotes expression of *NRF2* and downstream NRF2-target genes

We then determined to examine, by qRT-PCR, expression levels of *NRF2* following perturbation of *LAPTM4B* expression. We also sought to assess expression levels of *HMOX1*, an anti-oxidant heme oxygenase that is up-regulated by *NRF2* following cellular stress^29^. Our gene profiling and pathways analysis revealed that *HMOX1* was one of the most down-regulated genes in the *NRF2*-mediated gene interaction network following *LAPTM4B* knockdown (Fig. 3D). 

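*HMOX1* (probe set 8072678) fell after *LAPTM4B* knockdown in serum-starved cells and was not called in cells with serum. Among the measured genes of the network it had the largest fall but for *PTGS2* without serum, and ranked 18 with 10% FBS. The NRF2 transcript itself, *NFE2L2*, was not called in either medium, 48 h after the change of medium. The paper reports lower *NRF2* by qRT-PCR by 72 h of serum starvation, so time and assay both differ.
Without serum the *HMOX1* value was 9.77 ± 0.21 (SD, n = 3 arrays) in siControl cells and 8.81 ± 0.10 (SD, n = 3) in siLAPTM4B cells. This is a log2 fold change of -0.96 (standard error 0.10, adjusted p = 0.0033 from limma), or 0.513 of the siControl level, and its call remained when each of the 6 arrays was left out. In serum the values were 8.23 ± 0.15 and 8.04 ± 0.18 (SD, n = 3 each), a log2 fold change of -0.18 (adjusted p = 0.39). The siLAPTM4B arrays lay below the siControl arrays without serum (exact permutation test, two-sided p = 0.1) and overlapped them with 10% FBS (p = 0.3 in the same exact permutation test). The difference between the media was -0.78 (95% confidence interval -1.12 to -0.43, adjusted p = 0.074 from limma's interaction test). It passed an adjusted p under 0.05 when dim features were left out (0.039), with an intensity trend and robust prior variance together (0.030) and with a replicate block (0.049). The range over 19 alternatives was 0.030 to 0.20.
*NFE2L2* (probe set 8056977) had values of 11.24 ± 0.023 and 11.23 ± 0.052 (SD, n = 3 each) without serum. Its log2 fold change was -0.010 without serum (95% confidence interval -0.11 to 0.093, adjusted p = 0.95) and -0.077 with 10% FBS (-0.20 to 0.041, adjusted p = 0.50). The transcript of *KEAP1*, which holds NRF2 protein in check, was not called either (-0.021 and 0.022, adjusted p = 0.88 and 0.86).

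**Figure D6:**
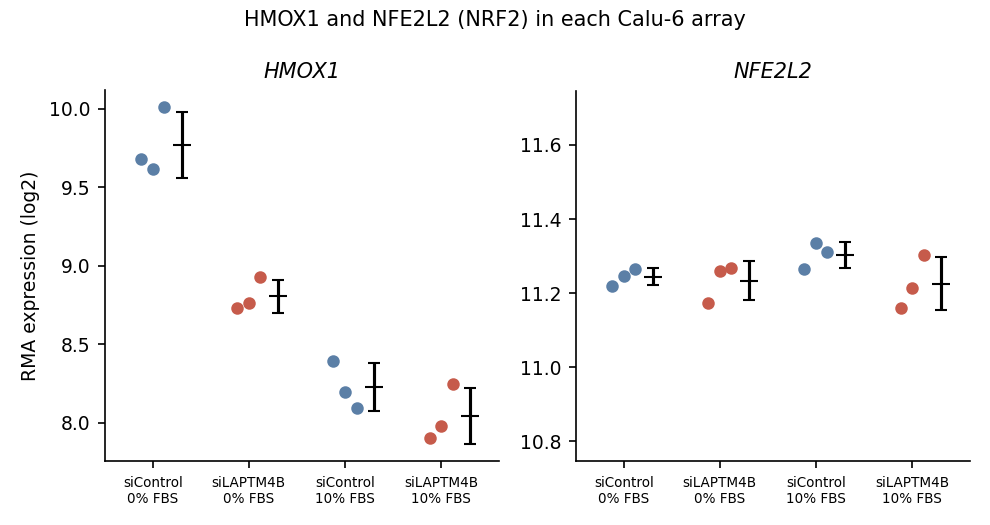
RMA expression (log2) of HMOX1 and NFE2L2 in the 12 Calu-6 arrays by siRNA and serum. Points are arrays, and the bar beside them gives the mean and SD of 3 arrays; HMOX1 lies lower in siLAPTM4B arrays without serum, and the NFE2L2 arrays of both siRNAs overlap.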

Calu-6 (left panel) and H1650 (right panel) cells that were transfected with *LAPTM4B*-specific siRNA exhibited significantly (*P* < 0.05) suppressed *NRF2* and *HMOX1* expression levels by 72 hours following serum starvation compared to cells transfected with control siRNA (Fig. 4). Conversely, cells transfected with *LAPTM4B* over-expression vector exhibited significantly (*P* < 0.05) increased *NRF2* and *HMOX1* levels by 72 hours following serum starvation relative to cells transfected with control vector (Supplementary Figure S2). *NRF2* levels were either unchanged, increased (Fig. 4) or even decreased (Supplementary Figure S2) in cells transfected with *LAPTM4B*-specific siRNA or *LAPTM4B* over-expression vectors, respectively, and cultured in medium containing 10% FBS. It is noteworthy that we also observed significant reduction in *HMOX1* levels following *LAPTM4B* knockdown in the absence of significantly reduced *NRF2* expression (Fig. 4, middle right and lower right panels) suggesting that *HMOX1* may be regulated by *LAPTM4B* in an *NRF2*-dependent and -independent manner. We also confirmed *HMOX1* regulation by *NRF2* evidenced by significant reduction in expression of the heme oxygenase following *NRF2* knockdown (Fig. 4, lower panels). 

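On the arrays, *SLC7A11*, *ME1* and *NQO1* were all lower after *LAPTM4B* knockdown in Calu-6 cells, both without serum and with 10% FBS. *SLC7A11*, the cystine transporter, changed the most and *NQO1* the least. The effect of knockdown was not called different between the media for any of the 3 genes.
*SLC7A11* (probe set 8102800) had a log2 fold change of -0.62 without serum (standard error 0.05, adjusted p = 0.0013 from limma) and -0.86 with 10% FBS (0.06, adjusted p = 4.6e-04). *ME1* (probe set 8127854) had -0.42 (0.05, adjusted p = 0.0044) and -0.36 (0.06, adjusted p = 0.018). *NQO1* (probe set 8002303) had -0.20 (0.04, adjusted p = 0.045) and -0.20 (0.04, adjusted p = 0.043). In each medium all siLAPTM4B arrays lay below all siControl arrays for the 3 genes (exact permutation test, two-sided p = 0.1 each). The difference between the media was 0.24 for *SLC7A11* (adjusted p = 0.26), -0.062 for *ME1* (adjusted p = 0.82) and -0.0040 for *NQO1* (adjusted p = 0.99). The calls of *NQO1* were lost when any of the 6 arrays of a medium was left out, with an adjusted p between 0.10 and 0.18 without serum and between 0.072 and 0.15 with 10% FBS. That of *ME1* with 10% FBS was lost without siControl replicate 2 (adjusted p = 0.088) or siLAPTM4B replicate 3 (adjusted p = 0.057). It was also lost over all features (0.068) and with Student's t-test after adjustment (0.12). Without serum the calls of *ME1* (0.069) and *SLC7A11* (0.056) were lost with this t-test alone.

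**Figure D7:**
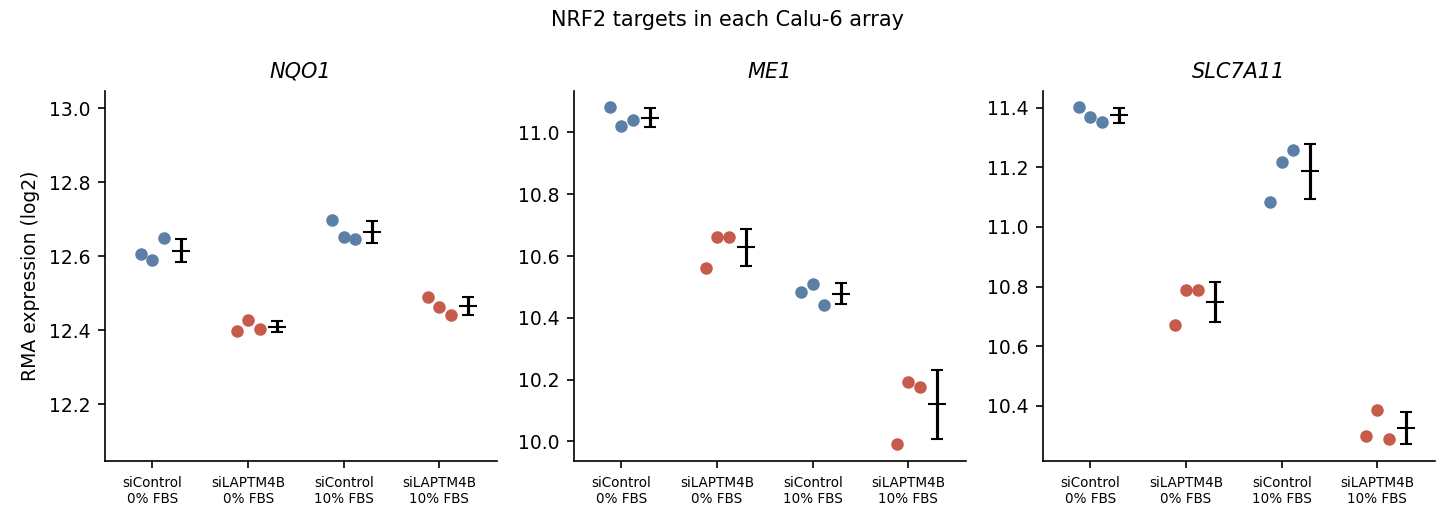
RMA expression (log2) of NQO1, ME1 and SLC7A11 in the 12 Calu-6 arrays by siRNA and serum. Points are arrays, and the bar beside them gives the mean and SD of 3 arrays; the siLAPTM4B arrays lie below the siControl arrays of the same medium in each panel.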

To further probe the impact of *LAPTM4B* expression on the *NRF2* pathway, we examined in *KRAS* mutant Calu-6 cells and following *LAPTM4B* knockdown, the expression of additional downstream targets that were found in our functional pathways analysis of the microarray data (Fig. 3D). We observed by qRT-PCR analysis significantly suppressed expression of the *NRF2* target genes^30^,^31^ NAD(P)H dehydrogenase quinone 1 (*NQO1*), malic enzyme 1 (*ME1*) and solute carrier family 7 member 11 (*SLC7A11*) by 72 hours following *LAPTM4B* knockdown (Supplementary Figure S3). Additionally, we confirmed the suppression of these genes by RNA interference-mediated knockdown of *NRF2* (Supplementary Figure S3). Our findings suggest that *LAPTM4B* positively regulates the expression of *NRF2* and its anti-oxidant target gene *HMOX1*.

### *LAPTM4B* promotes nuclear localization of *NRF2*

*NRF2* is transcription factor that upon activation (e.g. due to cellular stressors) localizes to the nucleus and transactivates the expression of various anti-oxidant genes including *HMOX1*^29^,^32^,^33^. Therefore, we sought to determine whether *LAPTM4B* promotes *NRF2*-mediated transactivation of *HMOX1* and intracellular localization of *NRF2* to the nucleus. Chromatin immunoprecipitation (ChIP) analysis demonstrated that Calu-6 cells transfected with control siRNA exhibited increased, albeit modest, NRF2 protein binding to *HMOX1* promoter following serum starvation relative to similarly transfected cells but cultured in medium containing 10% FBS (Fig. 5A). Serum starvation-induced binding of NRF2 protein to the *HMOX1* promoter was attenuated in cells transfected with *LAPTM4B*-specific siRNA compared to cells transfected with control siRNA (Fig. 5A). Moreover, western blotting analysis of nuclear and total protein lysates revealed that in control Calu-6 (upper panel) and H1650 (lower panel) lung cancer cells, serum starvation increased nuclear levels of NRF2 protein (Fig. 5B). This effect was attenuated in cells transfected with *LAPTM4B*-specific siRNA compared to control cells (Fig. 5B). Moreover and conversely, over-expression of *LAPTM4B* increased nuclear NRF2 protein levels (Supplementary Figure S4). In addition, immunocytochemical (ICC) analysis concordantly demonstrated that *LAPTM4B* knockdown in both *KRAS* mutant Calu-6 cells and *KRAS* wild type H1650 cells reduced nuclear localization of NRF2 protein evidenced by decreased co-localization with the nuclear marker Histone H2B. These findings suggest that, under cellular stress conditions such as serum starvation, *LAPTM4B* promotes nuclear localization and activation of *NRF2*.

## Discussion

Our recent efforts to understand early events in NSCLC pathogenesis, through interrogating the transcriptome of the field cancerization in the airway and lung, demonstrated that *LAPTM4B* is largely up-regulated in the airway “field” closest to NSCLCs compared to more distant epithelial fields^11^. This observation led us to hypothesize that *LAPTM4B* expression plays important roles in lung cancer cell growth. In the present study, we sought to characterize *LAPTM4B* expression in NSCLC specimens and its impact on lung cancer cell malignant phenotype and cell signaling *in vitro*. *LAPTM4B* expression, when analyzed by *in situ* hybridization in NSCLC tissues, was increased in smoker relative to non-smoker LUADs and was predictive of poor survival in LUADs and not in SCCs. We also found that *LAPTM4B* expression was important for survival and promotion of autophagy in lung cancer cells under serum starvation. Moreover, our gene expression profiling coupled with functional pathways analyses revealed that *LAPTM4B* promoted the *NRF2* stress response and pathway in lung cancer cells grown under serum deprived conditions. We further demonstrated that *LAPTM4B* was a positive regulator of various *NRF2* targets (*HMOX1*, *NQO1*, *ME1*, *SLC7A11*) and of *NRF2* itself as well as promoted the activation and nuclear localization of the *NRF2* transcription factor. Our study provides new insights into the oncogenic signaling function of *LAPTM4B* in lung cancer cells and its cross talk with other canonical pathways such as *NRF2/HMOX1*.

Earlier work has demonstrated that *LAPTM4B* is over-expressed in various malignancies including those of the liver, ovary, breast and prostate^16^,^17^,^18^,^34^. Moreover, Li *et al.* demonstrated that *LAPTM4B*, in the 8q22 locus, is amplified in breast tumors^21^. In the same study by Li *et al.* *LAPTM4B* over-expression by amplification was found to be associated with breast cancer recurrence^21^. It is worthwhile to mention that while our study was being completed, a recent report by Tang *et al.* demonstrated that *LAPTM4B* is associated with poor prognosis in NSCLC patients^35^. In our present study, we interrogated the expression of *LAPTM4B* mRNA in histological NSCLC specimens and noted that *LAPTM4B* was associated with survival in LUADs but not in SCCs and, thus, suggesting that this oncogene may serve as a prognostic marker in a specific histological subgroup and not in all NSCLC patients. It cannot be neglected that, in contrast to the study by Tang *et al.* we analyzed *LAPTM4B* mRNA by *in situ* hybridization which we found in our hands to yield more specific epithelial reactivity compared to analysis of LAPTM4B protein reactivity by immunohistochemical (IHC) methods. It is plausible to surmise that analysis of a relatively larger series of NSCLC specimens (n = 368) in our study allowed us to shed light on more specific associations of *LAPTM4B* expression with lung cancer prognosis. In addition, it is reasonable to suggest that our analysis of a relatively larger group of LUAD patients including non-smokers enabled us to identify significant correlations between *LAPTM4B* expression and smoking status. In addition and notably, our current observation on elevated *LAPTM4B* expression in tumors derived from smokers corroborates our notion and recent report that this putative oncogene is elevated in the smoking exposed airway field of cancerization^11^.

Our study corroborates earlier work on the role of *LAPTM4B* in promoting survival and autophagy during cellular stress^23^. It has been suggested that fusion of autophagosomes with lysosomes for subsequent formation of autolysosomes is crucial for proper functioning of autophagy and lysosome-dependent degradation that is necessary to maintain intracellular homeostasis^22^,^27^,^28^. We found that in lung cancer cells grown under serum deprived conditions, suppression of *LAPTM4B* expression caused an increase in LC3-II and p62 protein levels suggesting decreased autophagosome turnover and fusion with lysosomes as well as abnormal autophagic flux^27^,^28^. We also demonstrated that in serum deprived lung cancer cells, LAPTM4B protein indeed co-localized with LC3 suggestive of the implication of *LAPTM4B* in autophagic flux and autolysosome formation. Our findings insinuate that *LAPTM4B* is an important mediator of autophagy for survival of lung cancer cells during serum starvation. It is also plausible to propose that this role for *LAPTM4B* may extend to other cell stressors such as chemotherapy and that targeting the lysosomal degradation pathway may help augment the anti-cancer effects of chemotherapeutic regimens.

The transcription factor *NRF2* is a master regulator of intracellular homeostasis and oxidative stress^29^,^32^. Upon activation and translocation to the nucleus, *NRF2* was shown to transactivate the expression of genes, such as *HMOX1*, with antioxidant response elements (AREs) that can reduce oxidative and genotoxic stress induced by agents such as cigarette smoke or by proinflammatory cells such as macrophages and neutrophils^29^,^32^,^36^. These genes are thought to elicit important pro-survival effects in cancer cells as studies have shown that NRF2 promotes lung cancer cell proliferation and resistance to cisplatinum-based therapy^37^,^38^. It is worthwhile to mention that NSCLC next-generation sequencing (NGS) studies demonstrated that the *NRF2* pathway is aberrant in a significant fraction of NSCLCs, either by activating mutations in *NRF2* or by inactivating mutations or deletions in *NRF2* inhibitor and tumor suppressor Kelch-like ECH-associated protein 1 (*KEAP1*)^39^,^40^. Our gene expression profiling coupled with functional pathways analysis revealed that *LAPTM4B* expression promoted the *NRF2* stress response and pathway in lung cancer cells deprived of serum. Further analysis demonstrated that *LAPTM4B* also mediated NRF2 nuclear localization. It is plausible to surmise that *LAPTM4B*-mediated signaling may represent a novel mechanism of *NRF2* activation aside from genomic alterations in the *NRF2* axis itself. Future studies to further delineate the role of this signaling axis in lung cancer cell growth, for example by employing three-dimensional culture assays or using *in vivo* settings, are warranted. It is noteworthy that reports by Komatsu *et al.*^41^ and Ichimura *et al.*^42^ demonstrated that autophagy, through the p62 protein, can activate the NRF2 transcription factor. It is conceivable to speculate that autophagy may be implicated in activation of *NRF2* pathway by *LAPTM4B* since we observed autophagy induction as early as 2 hours following serum starvation.

It is worthwhile to mention that we found that *LAPTM4B* knockdown resulted in more pronounced apoptosis in Calu-6 cells which harbor *KRAS* mutation compared to H1650 cells which are *KRAS* wild type. We also noted that down-regulation of NRF2 and its cytoplasmic retention following *LAPTM4B* knockdown was more pronounced in *KRAS* mutant Calu-6 cells compared to *KRAS* wild type H1650 cells Additionally, we found that knockdown of *NRF2* either down-regulated (in *KRAS* mutant Calu-6 cells) or up-regulated (in *KRAS* wild type H1650 cells) *LAPTM4B* levels. It is plausible that *LAPTM4B-NRF2* signaling is modulated differentially in different cell lines with distinct mutational, genetic and epigenetic profiles; being more activated in *KRAS* mutant compared to wild type lung cancer cells. Our current findings along with previous published reports on aberrant *NRF2* activation suggest that *LAPTM4B/NRF2* signaling axis may represent a novel target for treatment of NSCLCs and particularly those with mutations in the *KRAS* oncogene.

In conclusion, we have shown in this study that *LAPTM4B* was up-regulated in smoker compared to non-smoker LUADs and was associated with poor prognosis in non-squamous NSCLCs. We also demonstrated that *LAPTM4B* promoted survival and autophagy as well as activated the *NRF2* stress response pathway in lung cancer cells, particularly those with mutations in the *KRAS* oncogene, under serum deprived conditions. Our study points to new mechanisms of *NRF2* activation as well as to targets, e.g. *LAPTM4B/NRF2* signaling axis, for development of new strategies for lung cancer therapy.

## Materials and Methods

The methods were carried out in accordance with the approved guidelines.

### NSCLC tissue microarrays

All human tissues were obtained from the MD Anderson Cancer Center Lung Cancer Specialized Program of Research Excellence (SPORE) tissue bank (Houston, TX) and had been classified using the 2004 World Health Organization classification system as described before^43^,^44^. Specimens were obtained under a protocol that was approved by the MD Anderson Cancer Center Institutional Review Board (IRB). Informed consent was obtained from all subjects. Detailed clinical and pathologic information was available for most of these cases and included patients’ demographic data, smoking history (never smokers or ever smokers, patients who had smoked at least 100 cigarettes in their lifetime), and pathologic tumor–node–metastasis (TNM) staging. The tissue microarrays (TMAs) analyzed in this study comprised 368 NSCLC tumor specimens (245 LUADs and 123 SCCs) (Supplementary Table S1). After histologic examination of NSCLC specimens, the NSCLC TMAs were constructed by obtaining three 1 mm diameter cores from each tumor at 3 different sites (periphery, intermediate, and central tumor sites). The TMAs were prepared with a manual tissue arrayer (Advanced Tissue Arrayer ATA100, Chemicon International) as described previously^43^,^44^.

### *LAPTM4B in situ* hybridization

*In situ* analysis of *LAPTM4B* messenger RNA (mRNA) in histological formalin fixed paraffin embedded (FFPE) specimens was performed using the QuantiGene 2.0 kit and QuantiGene View (QGV) RNA *in situ* hybridization (ISH) tissue assay from Affymetrix according to the manufacturer’s instructions. The assay comprised a singleplex probe for *LAPTM4B* based on the oncogene’s transcript reference sequence from the NCBI (NM_018407). FFPE pellets from lung cancer cells (Calu-6) with high basal expression of *LAPTM4B* and transfected with control and *LAPTM4B*-specific siRNA were used as positive and negative controls, respectively, for optimization of the assay. Samples and specimens processed similarly, except for the omission of the *LAPTM4B* probe were used as additional negative controls. *LAPTM4B* mRNA reactivity was examined by an experienced pathologist (J. Fujimoto) using a light microscope under a × 20 magnification objective. *LAPTM4B* mRNA expression was quantified using a 4-value intensity score (0, none; 1, weak; 2, moderate; and 3, strong) and the percentage (0%–100%) of the extent of reactivity. A final expression score (H-score) was obtained by multiplying the intensity and reactivity values (range, 0–300)^43^,^44^.

### Cell culture and reagents

The Calu-6 cell line was purchased from the American Type Culture collection (ATCC) and the H1650 cell line was obtained from Dr. Adi F. Gazdar (The University of Texas Southwestern Medical Center, Dallas, TX). The lung cancer cell lines were cultured in a 1:1 medium mix of Dulbecco’s Modified Eagle Medium (DMEM) and Ham’s F12 supplemented with 10% fetal bovine serum (FBS). Cells were maintained in humidified 5% CO_2_ incubator. Cell lines used in the study were authenticated by short tandem repeat DNA fingerprinting using the PowerPlex 16 HS System (Promega) and the STR profiles were verified with MD Anderson fingerprint database. For experiments requiring serum starvation, serum containing cell culture media were removed, cells were then gently washed twice with 1x phosphate buffered saline (PBS) and then incubated in serum-free cell culture medium overnight. For analysis of autophagic flux, cells were cultured in serum-free medium containing Pepstatin A and EST (EMD Millipore).

### Total RNA isolation

Total RNA was isolated from cells using the RNeasy kit from Qiagen according to the manufacturer’s instructions. RNA was quantified using the Nanodrop 1000 spectrophotometer (Thermo Scientific). RNA quality was assessed based on RNA integrity numbers generated by the Agilent Bioanalyzer 2000 (Agilent) according to the manufacturer’s instructions.

### Microarray processing and analysis

RNA was also isolated from Calu-6 cells transfected with scrambled siRNA and *LAPTM4B*-specific siRNA and that were cultured in medium with and without 10% FBS (3 replicates each, *n* = 12). RNA samples were analyzed by microarray expression profiling using the Affymetrix Human Gene 1.0 ST platform (Affymetrix) according to the manufacturer’s instructions and as described previously^43^. Microarray data were submitted to the Gene Expression Omnibus under series GSE66606 (samples GSM1626103 to GSM1626114) and were MIAME compliant. Raw data were normalized using Robust Multichip Array and log2 transformed using BRB-ArrayTools v 4.3.0 developed by Richard Simon and the BRB-ArrayTools Development Team (Biometric Research Branch)^45^. Genes significantly differentially expressed between Calu-6 lung cancer cells transfected with *LAPTM4B*-specific siRNA compared with cells transfected with scrambled siRNA were selected on the basis of a *P* < 0.01^46^. Two analyses were performed side by side to determine effect of *LAPTM4B* on gene expression in cells with and without serum starvation (*n* = 1,252 and 1,669 transcripts, respectively; Supplementary Tables S3 and S4). Functional pathway analysis was conducted using the commercially available software Ingenuity Pathways Analysis (IPA) according to the manufacturer’s instructions.

### Quantitative real-time PCR (qRT-PCR)

A total of 500 ng to 1µg of RNA was reverse-transcribed using the High Capacity RNA-to-cDNA kit (Life Technologies) according to the manufacturer’s instructions and diluted in nuclease-free water. qRT-PCR was conducted using predesigned TaqMan expression assays for *LAPTM4B* (Hs00363282_m1), *NRF2/NFE2L2* (Hs00975961_g1), *HMOX1* (Hs01110250_m1), *NQO1* (Hs00168547_m1), *SLC7A11* (Hs00921938_m1), *ME1* (Hs00159110_m1) and *β-ACTIN* (Hs99999903_m1) (all Life Technologies) on an ABI 7900HT Fast Real-Time PCR System (Applied Biosystems) according to the manufacturer’s instructions. Reactions were initially carried out at 50 °C for 2 minutes and 95 °C for 10 minutes, followed by 40 cycles at 95 °C for 15 seconds and 60 °C for 1 minute. All samples were run in triplicates and normalized using *β-ACTIN* expression values. Quantification of relative expression was calculated using the comparative threshold cycle (CT) and 2^−ΔΔCT^ relative quantification method.

### Transfection of siRNA and expression vectors

Small interfering RNAs (siRNAs) against *LAPTM4B* and *NRF2* as well as scrambled (control) siRNA were synthesized by a proprietary design as SMARTpool siRNA (Dharmacon, Thermoscientific). Knockdown of *LAPTM4B* or *NRF2* expression was conducted using Lipofectamine RNAiMAX (Life Technologies) according to the manufacturer’s instructions. *LAPTM4B* overexpression was achieved using a C-terminal FLAG-tagged *LAPTM4B* cDNA clone inserted into a cytomegalovirus plasmid pCMV6 vector (Origene). Cells were transfected with the expression vectors using Effectene Transfection Reagent (Qiagen) according to the manufacturer’s instructions. For experiments requiring serum starvation, transfections were conducted one day before overnight incubation with serum-free cell culture medium.

### Trypan blue exclusion and cell count

Cells were seeded in triplicate in 12-well plates and then transfected the following day with siRNAs or overexpression vectors. One day following transfection, cells were incubated overnight in medium with or without 10% FBS and after 24, 48 and 72 hours after the medium change cells were washed twice with 1x PBS, trypsinized, mixed with 0.4% Trypan blue solution (sigma Aldrich) and then counted using the Reichert Bright-Line Hemacytometer (Hausser Scientific) by the Trypan blue exclusion principle.

### Western blot analysis

For extraction of total protein, cell monolayers were washed twice with PBS, harvested, and lysed with ice-cold radioimmunoprecipitation assay (RIPA) buffer (Sigma-Aldrich). Nuclear proteins were extracted using NE-PER nuclear and cytoplasmic extraction reagents (Thermo scientific) according to the manufacturer’s instructions. Protein lysates (20 µg) were then subjected to SDS- PAGE and Western blotting. Primary antibodies used for immunoblotting include those raised against NRF2, p62/SQSTM1, LC3A/B and PARP (all from Cell Signaling Technology) as well against LAPTM4B (Santa Cruz Technology). Antibodies against Fibrillarin (Cell Signaling Technology) and β-actin (Sigma Aldrich) were used as loading controls. The primary antibodies were diluted in 5% BSA (1:10,000 for β-actin and 1:1,000 for all other antibodies). Antibody binding was detected by enhanced chemiluminescence using the SuperSignal West Pico chemiluminescent substrate (Thermo Scientific).

### Immunocytochemistry

Cells were seeded at a density of 5 × 10^5^ cells per well in six well plates containing cover glasses/slips in each well. Following indicated transfections, serum starvation and time points, cells were fixed in 4% paraformaldehyde (Electron Microscopy Sciences) and then permeabilized in pre-chilled 100% methanol for 10 minutes at −20 °C. Cells were then washed with 1x PBS for 5 minutes, blocked and incubated overnight at 4 °C with antibodies raised against LC3A/B antibody (Cell Signaling Technology), FLAG tag (Cell Signaling Technology), NRF2 (Novus Biologicals) and Histone H2B (Abcam). Conjugated secondary antibodies used include goat anti-mouse and anti-rabbit IgG (H + L) Fluorescein (FITC) (Jackson ImmunoResearch Labs) as well as anti-rabbit and anti-mouse IgG Alexa Fluor® 555 conjugates (Cell Signaling Technology). Fixed cells were incubated with diluted secondary antibodies for 1 hour at room temperature after which they were washed three times with 1x PBS and mounted with ProLong Gold Antifade Reagent (Cell Signaling Technology). Analysis was carried out in an epifluorescence microscope using single interference filters set for green (fluorescein isothiocyanate, FITC), red (Texas Red), and blue (DAPI) as well as dual (red/green) band pass filters.

### Chromatin immunoprecipitation (ChIP)

Cells were initially plated at a seeding density of 1 × 10^6^ in 10 cm dishes. Following indicated transfections and time points, ChIP was conducted using the EZ-ChIP™ - Chromatin Immunoprecipitation Kit (Millipore) according to the manufacturer’s instructions and using a primary antibody raised against NRF2 (1:100 dilution, Cell signaling Technology). PCR amplification of the bound *HMOX1* promoter was performed using specific primers (forward: TTCCTTCTTGCTAATGATTTACTGTCTT, reverse: ACCAACCGACAAAAGTCAGGTT). Amplification reactions were carried using 34 cycles at 94 °C for 15 seconds followed by 58 °C for 30 seconds and 72 °C for 30 seconds.

### Statistical analysis

ANOVA and Student’s t-test were utilized to test for statistical significance among different groups in the *in vitro* experiments. Statistical analysis of the ISH data was first summarized using standard descriptive statistics and frequency tabulations. Association of *LAPTM4B* mRNA with patient outcome was estimated using the Kaplan-Meier method and compared among groups by log-rank statistical tests. All computations were carried out in STATISTICA (StatSoft) and in the R language environment (www.R-project.org).

## Additional Information

**How to cite this article**: Maki, Y. *et al.* LAPTM4B is associated with poor prognosis in NSCLC and promotes the NRF2-mediated stress response pathway in lung cancer cells. *Sci. Rep.* **5**, 13846; doi: 10.1038/srep13846 (2015).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
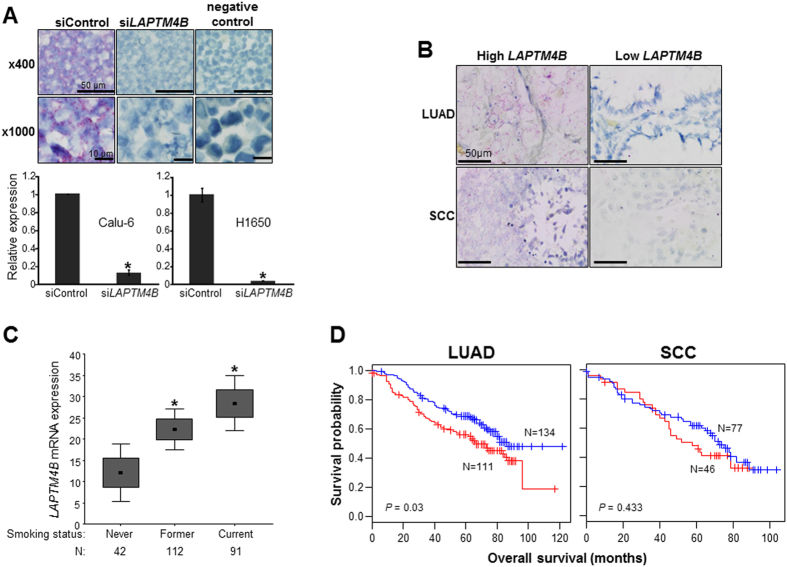
Increased *LAPTM4B* expression is associated with smoking and poor prognosis in lung adenocarcinoma. *LAPTM4B* mRNA expression was analyzed by ISH as described in the Materials and Methods section. (**A**) The ISH assay (upper panels) was first examined in pellets from Calu-6 cells transfected with control (left) and *LAPTM4B*-specific (middle) siRNAs. qRT-PCR analysis (lower panels and bar graphs) was used to confirm the efficacy of *LAPTM4B* siRNA-mediated knockdown. qRT-PCR analysis was performed in triplicates for all samples. *indicate *P*-values < 0.05 assessed by the Student’s t-test. (**B**) Representative photomicrographs depicting LUADs (upper) and SCCs (lower) exhibiting relatively high (left) and low (right) *LAPTM4B* mRNA expression following analysis of a NSCLC TMA comprised of 245 LUADs and 123 SCCs. (**C**) Box plots depicting mean *LAPTM4B* mRNA expression in non-smoker (never) and smoker (former and current) LUADs. *indicate *P*-values < 0.01 assessed by the Student’s t-test comparing each smoker group to the never smoker group. Boxes represent mean +/− standard errors. (**D**) Significant differences in overall survival between LUAD (left) and SCC (right) patients stratified by median *LAPTM4B* mRNA expression (red, higher; blue, lower) were statistically assessed by the log-rank test and Kaplan-Meier survival probability method. LUAD, lung adenocarcinoma; SCC, lung squamous cell carcinoma.

**Figure 2:**
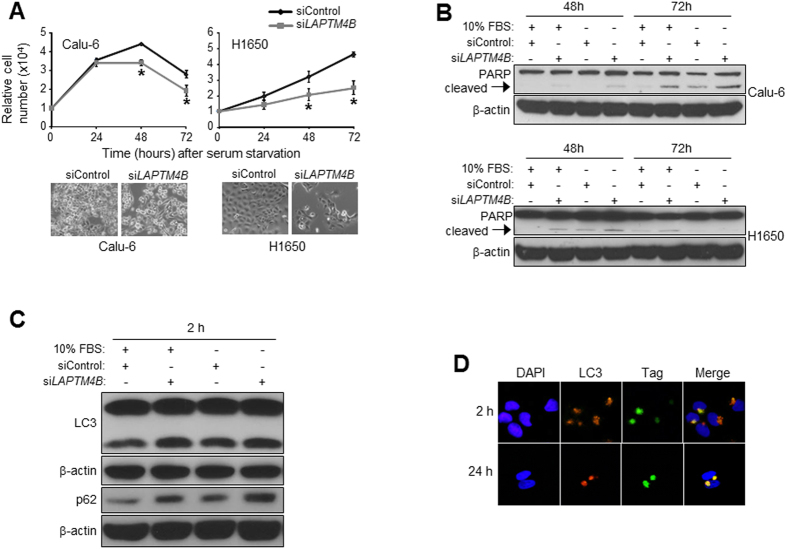
*LAPTM4B* knockdown suppresses cell growth and autophagy in serum-starved lung cancer cells. (**A**) Calu-6 and H1650 cells (5 × 10^4^ cells) were transfected with control or *LAPTM4B*-specific siRNAs and 24 h following transfection, cells were washed twice with 1x PBS and incubated in cell culture medium with 0% FBS for the indicated time points. Cell growth was analyzed by the Trypan blue exclusion method as described in the Materials and Methods section and plotted (upper panels). Lower panels depict representative bright field photomicrographs, obtained with a phase-contrast microscope at 10x, of Calu-6 (left) and H1650 (right) cells with and without *LAPTM4B* knockdown and at 72 h following serum deprivation. (**B**) Calu-6 (upper panel) and H1650 (lower panel) cells were transfected similarly as in (**A**) and 24 h following transfection were incubated in cell culture medium with or without 10% FBS for the indicated time points. For western blotting, 20 µg of total protein from samples were analyzed by SDS-PAGE as detailed in the Methods section. Membranes were stained with antibody against PARP and with an antibody against *β*-Actin monoclonal antibody to ensure equal protein loading. (**C**) Calu-6 cells were transfected as in (**A**) and then cultured with medium containing pepstatin A and EST in presence or absence of 10% FBS for 2 hours after which western blotting of total LC3 and p62 proteins was performed. (**D**) Calu-6 lung cancer cells were transfected with vectors coding for FLAG-tagged LAPTM4B as described in the Materials and Methods section. One day following transfection, cells were incubated in cell culture medium with 0% FBS after which they were analyzed by ICC for LC3 and LAPTM4B protein localization at 2 h and 24 h following serum starvation. All assays are representative of three independent experiments. * indicate *P*-values < 0.05 assessed by the Student’s t-test.

**Figure 3:**
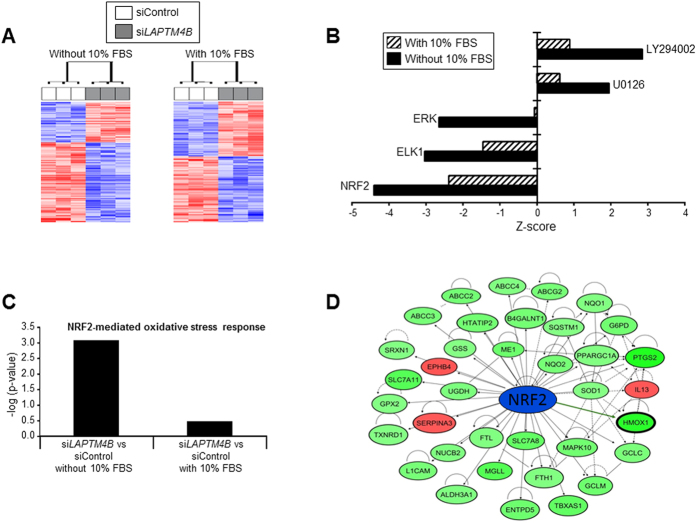
*LAPTM4B* knockdown suppresses the *NRF2* stress response and pathway as revealed by gene expression profiling and pathways analysis. Calu-6 cells were transfected with control or *LAPTM4B*-specific siRNAs. One day following transfection, cells were washed twice with 1x PBS and then incubated in cell culture medium with or without 10% FBS for 48 hours after which total RNA was isolated from the cells. All conditions were performed in triplicates (total n = 12 samples). Gene expression profiling was performed using the Affymetrix Human Gene 1.0 ST platform as detailed in the Materials and Methods section. (**A**) Heat maps depicting 1,252 (left, without 10% FBS) and 1,669 (right, with 10% FBS) gene features that were significantly differentially expressed, based on a *P* < 0.01, between cells transfected with scrambled (white) and *LAPTM4B*-specific (grey) siRNAs. Rows and columns represent gene features and samples, respectively. Up-regulated and down-regulated gene expression is indicated by red and blue colors, respectively. (**B**) Functional pathways analysis of the differentially expressed genes was performed using the IPA commercially available software. Significant (*P* < 0.001) modulation of upstream predicted regulators of the differentially expressed genes is indicated by the Z-score (negative and positive, inhibited and activated following *LAPTM4B* knockdown, respectively). (**C**) Statistically significant modulation (indicated by the inverse log of p-value) of the NRF2-mediated stress response and pathway as predicted by IPA is depicted. (**D**) Gene-interaction network mediated by *NRF2* that was topologically organized by IPA and predicted to be down-regulated following knockdown of *LAPTM4B* in serum deprived conditions. Color indicates differential gene expression relative to cells transfected with control siRNA: red, up-regulated; green; down-regulated.

**Figure 4:**
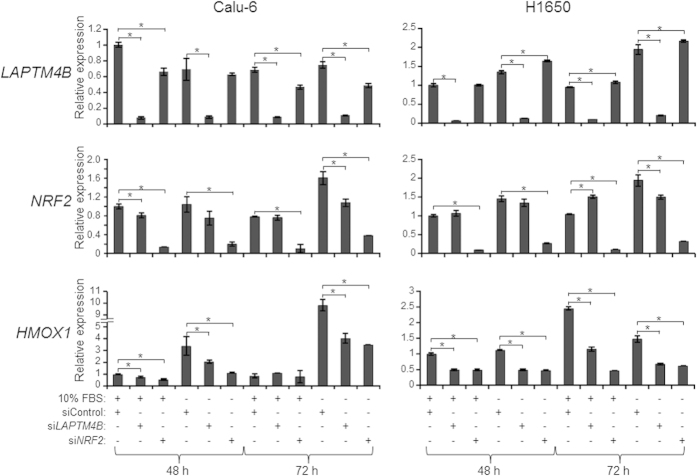
*LAPTM4B* up-regulates *NRF2* and *HMOX1* expression in serum-starved lung cancer cells. Calu-6 (left) and H1650 (right) lung cancer cells were transfected with control, *LAPTM4B*-specific or *NRF2*-targeting siRNAs. One day following transfection, cells were washed twice with 1x PBS and then incubated in cell culture medium containing 0% or 10% FBS for the indicated time points. Total RNA was isolated from all samples and analyzed for *LAPTM4B* (upper), *NRF2* (middle) and *HMOX1* (lower) expression levels by qRT-PCR at 48 h and 72 h following serum deprivation as detailed in the Materials and Methods section. Expression changes are depicted relative to the first sample (cells transfected with control siRNA and grown in medium containing 10% FBS for 48 h). qRT-PCR analysis was performed in triplicates for all samples. *indicate *P*-values < 0.05 assessed by the Student’s t-test.

**Figure 5:**
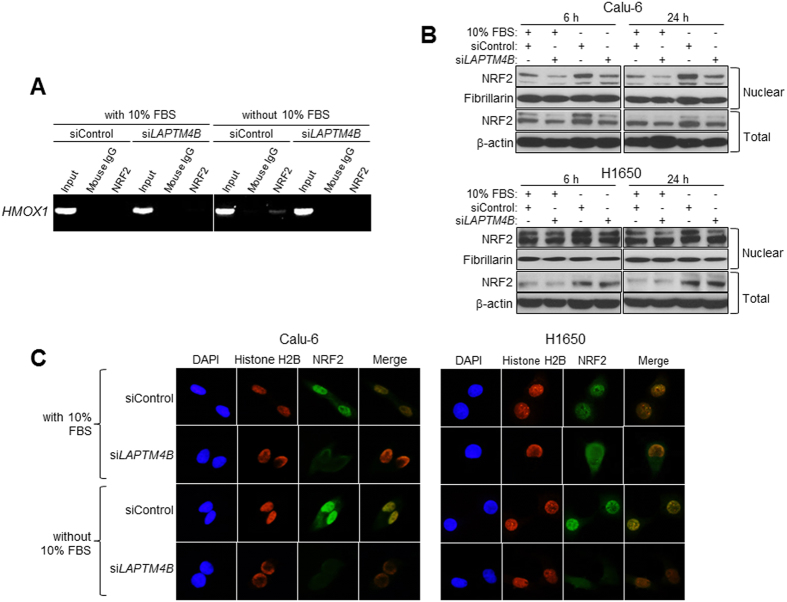
*LAPTM4B* promotes nuclear localization of the *NRF2* transcription factor. (**A**) Calu-6 lung cancer cells were transfected with control or *LAPTM4B*-specific siRNAs for 24 h after which cells were washed twice with 1x PBS and incubated in cell culture medium containing 0% or 10% FBS for 48 h. Samples were then fixed with 1% formaldehyde and subjected to ChIP analysis of *HMOX1* promoter bound to *NRF2* protein as detailed in the Materials and Methods section. Samples were analyzed on a 1% agarose gel. (**B**) Calu-6 (upper panel) and H1650 (lower panel) cells were transfected as in (**A**). One day following transfection, cells were incubated in culture medium containing 0% or 10% FBS for the indicated time points after which total and nuclear protein lysates were isolated and subjected to SDS-PAGE as detailed in the Materials and Methods section. Western blotting analysis was then performed for total and nuclear NRF2 protein levels. Membranes were stained with antibodies against Fibrillarin and *β*-Actin to ensure equal loading of nuclear and total proteins, respectively. (**C**) Calu-6 (left) and H1650 (right) lung cancer cells were transfected as in (**A**) and then incubated in medium containing 0% or 10% FBS for 6 hours. Cells were then fixed with 4% paraformaldehyde and analyzed by ICC for NRF2 and Histone H2B as detailed in the Materials and Methods section. All assays are representative of three independent experiments.

# Supplementary material for: LAPTM4B is associated with poor prognosis in NSCLC and promotes the NRF2-mediated stress response pathway in lung cancer cells
**Source:** Sci Rep. 2015 Sep 7;5:13846. doi: 10.1038/srep13846
**Supplement:** Supplementary Information

## **LAPTM4B is associated with poor prognosis in NSCLC and promotes the NRF2-mediated stress response pathway in lung cancer cells**

Yuho Maki, Junya Fujimoto, Wenhua Lang, Li Xu, Carmen Behrens, Ignacio I. Wistuba, Humam Kadara.

### **Supplementary figure legends**

**Supplementary Figure 1. Western blotting of LAPTM4B protein following RNA interference-mediated knockdown.** Calu-6 lung cancer cells were transfected with control or *LAPTM4B*-specific siRNAs and protein lysates were isolated and subjected to SDS-PAGE as detailed in the Materials and Methods section. Western blotting analysis was then performed for LAPTM4B protein. Membranes were stained with antibody against  $\beta$ -Actin to ensure equal loading of proteins.

**Supplementary Figure 2. *LAPTM4B* over-expression increases *NRF2* and *HMOX1* mRNA levels.** Calu-6 lung cancer cells were transfected with control or *LAPTM4B* over-expression vectors. One day following transfection, cells were washed twice with 1x PBS and then incubated in cell culture medium containing 0% or 10% FBS for the indicated time points. Total RNA was isolated from all samples and analyzed for *LAPTM4B* (upper), *NRF2* (middle) and *HMOX1* (lower) expression levels by qRT-PCR as detailed in the Materials and Methods section. Expression changes are depicted relative to the first sample (cells transfected with control vector and grown in medium containing 10% FBS for 48 h). qRT-PCR analysis was performed in triplicates for all samples. \* indicate *P*-values < 0.05 assessed by the Student's t-test.

**Supplementary Figure 3. *LAPTM4B* knockdown suppresses expression of *NRF2* target genes.** Calu-6 lung cancer cells were transfected with control, *LAPTM4B*-specific or *NRF2*-targeting siRNAs. One day following transfection, cells were washed twice with 1x PBS and then incubated in cell culture medium containing 0% FBS for the indicated time points. Total RNA was isolated from all samples and analyzed for *SLC7A11* (upper), *ME1* (middle) and *NQO1* (lower) expression levels by qRT-PCR as detailed in the Materials and Methods section. Expression changes are depicted relative to the first sample (cells transfected with control siRNA. qRT-PCR analysis was performed in triplicates for all samples. \* indicate *P*-values < 0.05 assessed by the Student's t-test.

**Supplementary Figure 4. *LAPTM4B* over-expression increases *NRF2* nuclear localization.** Calu-6 lung cancer cells were transfected with control or *LAPTM4B* over-expressing vectors. One day following transfection, cells were incubated in culture medium containing 0% or 10% FBS for the indicated time points after which total and nuclear protein lysates were isolated and subjected to SDS-PAGE as detailed in the Materials and Methods section. Western blotting analysis was then performed for total and nuclear *NRF2* protein levels. Membranes were stained with antibodies against Fibrillarin and  $\beta$ -Actin to ensure equal loading of nuclear and total proteins, respectively.

# Supplementary figure 1

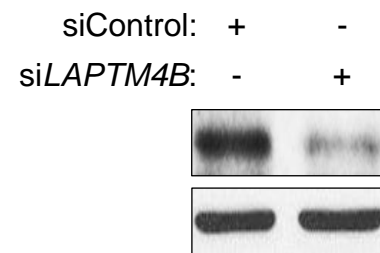

# Supplementary figure 2

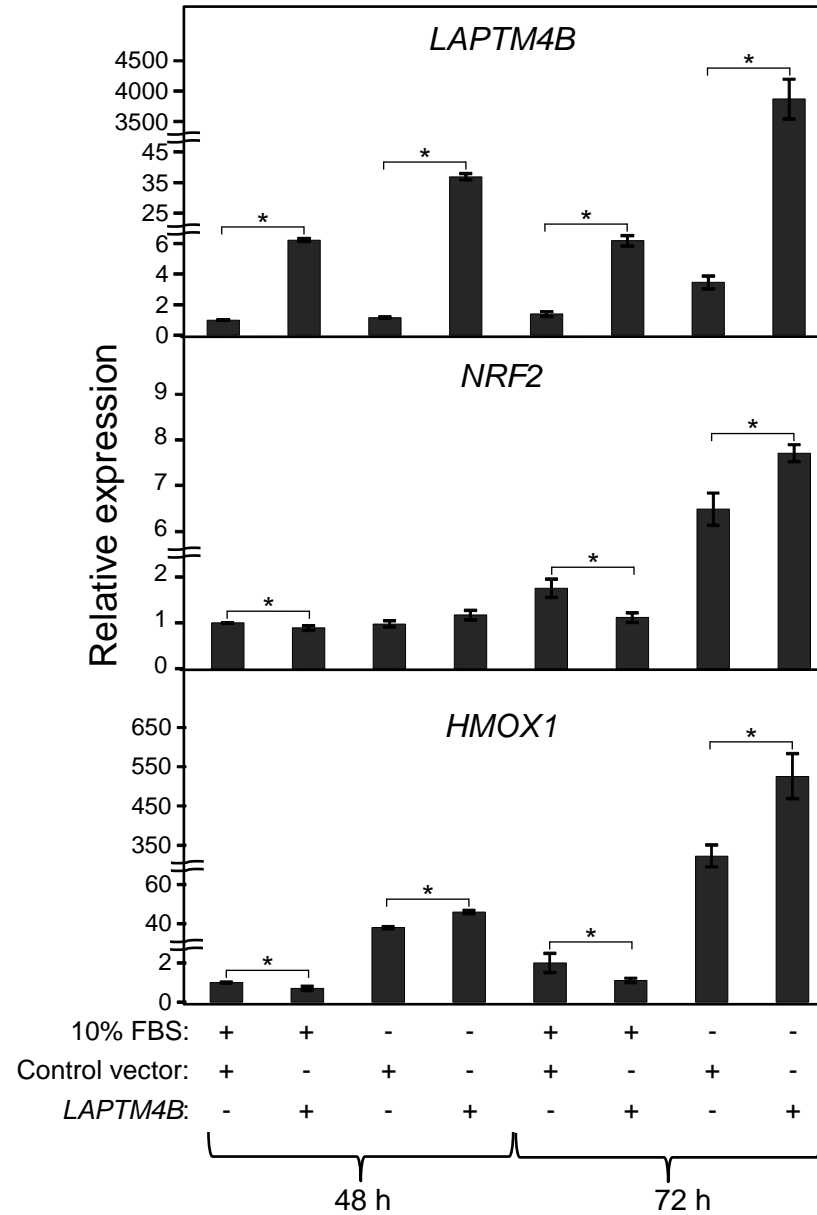

Supplementary figure 3

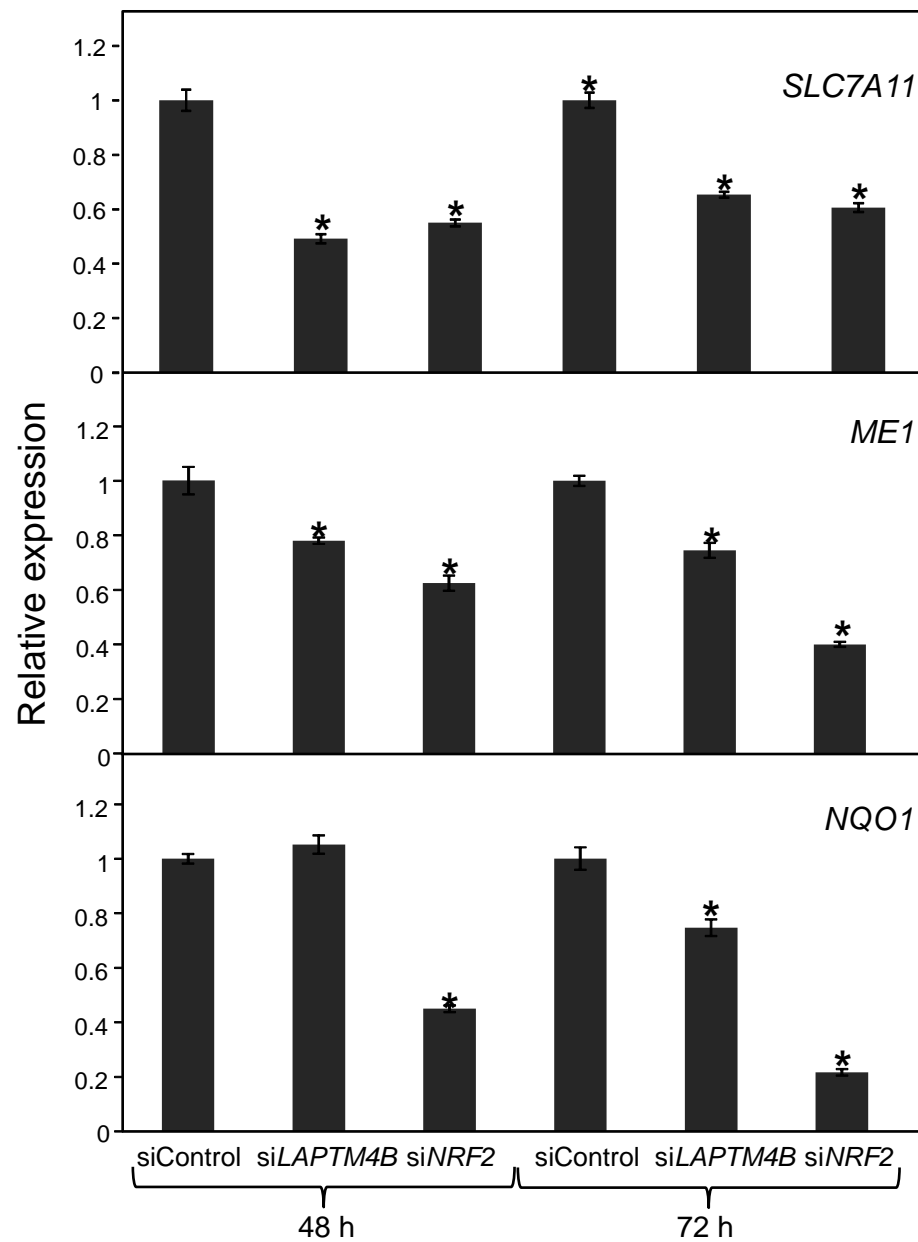

# Supplementary figure 4

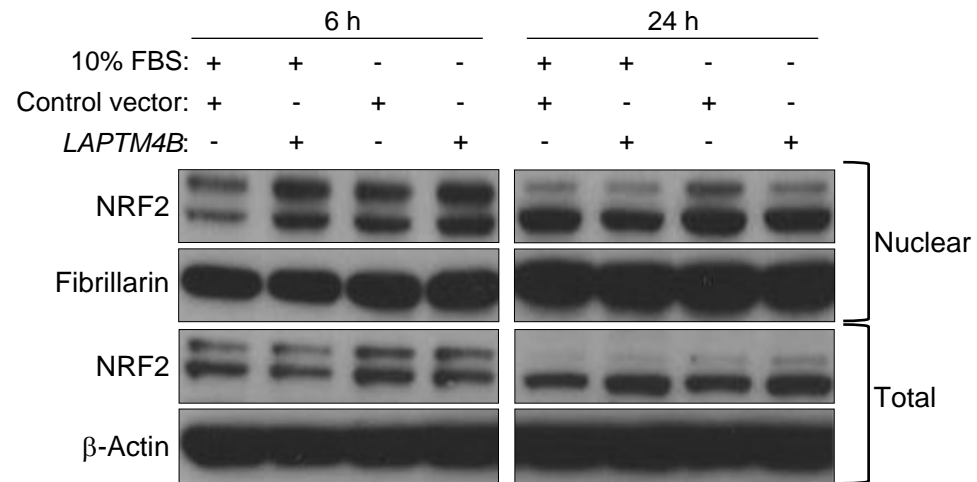

**Supplementary Table 1. Clinicopathological information of the NSCLC tissue microarray specimens analyzed by *in situ* hybridization**

| <b>Covariate</b> | <b>Covariate categories</b> | <b>Frequency<br/>(percentage)</b> |
|------------------|-----------------------------|-----------------------------------|
| Race             | African American            | 17 (4.6%)                         |
|                  | Asian                       | 5 (1.4%)                          |
|                  | Hispanic                    | 10 (2.7%)                         |
|                  | Caucasian                   | 336 (91.3%)                       |
| Gender           | Male                        | 174 (47.3%)                       |
|                  | Female                      | 194 (52.7%)                       |
| Tobacco history  | No                          | 43 (11.7%)                        |
|                  | Yes                         | 325 (88.3%)                       |
| Smoking status   | Never                       | 43 (11.7%)                        |
|                  | Former                      | 173 (47.0%)                       |
|                  | Current                     | 152 (41.3%)                       |
| Histology        | Adenocarcinoma              | 245 (66.6%)                       |
|                  | Squamous cell carcinoma     | 123 (33.4%)                       |
| Grade            | Well                        | 45 (12.2%)                        |
|                  | Moderate                    | 200 (54.4%)                       |
|                  | Poor                        | 123 (33.4%)                       |
| Stage            | I                           | 224 (60.9%)                       |
|                  | II                          | 63 (17.1%)                        |
|                  | III                         | 66 (17.9%)                        |
|                  | IV                          | 15 (4.1%)                         |

**Supplementary Table 2. Mean *LAPTM4B* *in situ* hybridization score in lung adenocarcinomas and squamous cell carcinomas**

| <b>Histology</b> | <b>Mean ISH score</b> |
|------------------|-----------------------|
| LUAD             | 22.8                  |
| SCC              | 18.4                  |

ISH, *in situ* hybridization; LUAD, lung adenocarcinoma; SCC, squamous cell carcinoma

**Supplementary Table 3. Gene features significantly differentially expressed in serum starved lung cancer cells transfected with *LAPTM4B*-specific siRNA compared to cells transfected with control siRNA**

**Up-regulated gene features following siRNA-mediated *LAPTM4B* knockdown**

| <b>Probeset</b> | <b>Accession</b> | <b>Symbol</b> | <b>p-value</b> |
|-----------------|------------------|---------------|----------------|
| 7938608         | NM_006108        | SPON1         | 0.0000073      |
| 8115490         | NM_033274        | ADAM19        | 0.000014       |
| 8063942         | NM_002531        | NTSR1         | 0.0000155      |
| 7988260         | NM_032892        | FRMD5         | 0.0000175      |
| 8128991         | NM_001105206     | LAMA4         | 0.0000208      |
| 8116980         | NM_001165032     | RNF182        | 0.0000212      |
| 7896460         |                  |               | 0.0000223      |
| 8129458         | NM_033515        | ARHGAP18      | 0.0000253      |
| 7961166         | NM_013431        | KLRC4         | 0.0000271      |
| 7959856         | NM_004764        | PIWIL1        | 0.0000302      |
| 7916112         | NM_002867        | RAB3B         | 0.0000444      |
| 8051949         | NM_016932        | SIX2          | 0.0000543      |
| 8163637         | NM_002160        | TNC           | 0.0000574      |
| 7991762         | NM_000517        | HBA2          | 0.0000643      |
| 7991766         | NM_000558        | HBA1          | 0.0000643      |
| 7947147         | NM_148893        | SVIP          | 0.0000684      |
| 7893668         |                  |               | 0.0000693      |
| 7919326         | NM_016361        | ACP6          | 0.0000745      |
| 7975238         | NM_020715        | PLEKHH1       | 0.0000795      |
| 7928429         | NM_002658        | PLAU          | 0.0000826      |
| 8088264         | NM_017563        | IL17RD        | 0.0000865      |
| 8029489         | NM_005581        | BCAM          | 0.000118       |
| 8084165         | NM_003106        | SOX2          | 0.0001349      |
| 7908041         | NM_002293        | LAMC1         | 0.0001349      |
| 8057990         | NM_153697        | ANKRD44       | 0.0001398      |
| 7932453         | NM_006393        | NEBL          | 0.0001434      |
| 7944023         | NM_182495        | FAM55B        | 0.0001616      |
| 7970954         | NM_004734        | DCLK1         | 0.0001622      |
| 7895181         |                  |               | 0.0001684      |
| 8130176         | NM_024518        | ULBP3         | 0.0001833      |
| 8156116         | NM_001001551     | C9orf103      | 0.0001859      |
| 7946569         | NM_016422        | RNF141        | 0.0001883      |
| 8059361         | NM_020830        | WDFY1         | 0.0001976      |
| 8065071         | NM_198391        | FLRT3         | 0.0002156      |
| 7892881         |                  |               | 0.0002193      |
| 8140650         | NM_012431        | SEMA3E        | 0.0002374      |
| 8093053         | NM_003234        | TFRC          | 0.0002862      |
| 7945377         | NM_001135053     | SIGIRR        | 0.0003123      |
| 8007100         | NM_001552        | IGFBP4        | 0.0003198      |
| 7973974         | NM_006194        | PAX9          | 0.0003251      |
| 8147777         | NM_138455        | CTHRC1        | 0.0003306      |
| 8105411         | NM_139017        | IL31RA        | 0.0003344      |
| 8002975         | NM_152342        | CDYL2         | 0.0003495      |
| 7981538         | NM_002226        | JAG2          | 0.0003568      |
| 7909561         | NR_026761        | LINC00467     | 0.0003784      |
| 7951614         | NM_002716        | PPP2R1B       | 0.0003963      |
| 8174322         | NM_024657        | MORC4         | 0.0004148      |
| 7938834         | NM_182964        | NAV2          | 0.00044        |

|         |                 |            |           |
|---------|-----------------|------------|-----------|
| 7984152 | NM_203373       | FBXL22     | 0.0086364 |
| 7896077 |                 |            | 0.0086911 |
| 8010804 | NM_001038618    | NARF       | 0.0086941 |
| 7979615 | NM_001024858    | SPTB       | 0.008709  |
| 8151238 | ENST00000410974 |            | 0.0087164 |
| 7927799 | NM_001001330    | REEP3      | 0.0087174 |
| 7992147 | NM_021098       | CACNA1H    | 0.0087317 |
| 7894706 |                 |            | 0.0088182 |
| 7896523 |                 |            | 0.0088393 |
| 8053364 |                 |            | 0.0088404 |
| 8003875 | NM_001124758    | SPNS2      | 0.0089115 |
| 7895011 |                 |            | 0.0089179 |
| 7922752 | ENST00000362967 |            | 0.0089587 |
| 8074716 | NR_003267       | GGT3P      | 0.0089618 |
| 8102751 | NM_144643       | SCLT1      | 0.0089673 |
| 8066258 | NR_002911       | SNORA71A   | 0.0089856 |
| 7951796 | NM_001077639    | FAM55D     | 0.0090103 |
| 8044236 | NM_181453       | GCC2       | 0.0090273 |
| 8043040 | NR_003663       | FUNDC2P2   | 0.0091445 |
| 7966202 | NM_031954       | KCTD10     | 0.0091598 |
| 7909898 | NM_198551       | MIA3       | 0.0091676 |
| 7959148 | NM_012240       | SIRT4      | 0.0092146 |
| 7995096 | NM_001145808    | ITGAM      | 0.0092479 |
| 7906223 | NM_015997       | RRNAD1     | 0.0092767 |
| 8095697 | NM_001511       | CXCL1      | 0.0093376 |
| 7982854 | NM_019074       | DLL4       | 0.0095102 |
| 8139656 | NM_001001555    | GRB10      | 0.0095124 |
| 7961182 | NM_002260       | KLRC2      | 0.0095743 |
| 7906163 | NM_020407       | RHBG       | 0.0096305 |
| 8043639 | NM_001077400    |            | 0.0096335 |
| 7894568 |                 |            | 0.0096376 |
| 8144880 | NM_022071       | SH2D4A     | 0.0097191 |
| 8144874 | AY176665        | NSAP11     | 0.0097193 |
| 8114185 | NM_080656       | CDKN2AIPNL | 0.0097385 |
| 8025129 | NM_144614       | MBD3L2     | 0.0097491 |
| 8134122 | NM_005751       | AKAP9      | 0.0097558 |
| 8028254 | NM_001013659    | ZNF793     | 0.0097997 |
| 7950933 | NM_016931       | NOX4       | 0.0098796 |
| 8139796 | AK128010        | LOC441233  | 0.0099051 |
| 7993110 | AF204269        |            | 0.0099164 |
| 8156577 | ENST00000423437 |            | 0.0099174 |
| 8010614 | NM_012418       | FSCN2      | 0.0099219 |
| 8068460 | NM_015358       | MORC3      | 0.0099634 |

#### Down-regulated gene features following siRNA-mediated *LAPTM4B* knockdown

| Probeset | Accession    | Symbol  | p-value   |
|----------|--------------|---------|-----------|
| 8147503  | NM_018407    | LAPTM4B | 0         |
| 8104930  | NM_004172    | SLC1A3  | 0.0000003 |
| 8096301  | NM_001040058 | SPP1    | 0.0000003 |
| 7902452  | NM_174858    | AK5     | 0.0000004 |
| 8104901  | NM_002185    | IL7R    | 0.0000006 |
| 7904843  | NM_002614    | PDZK1   | 0.0000009 |

**Supplementary Table 4. Gene features significantly differentially expressed in lung cancer cells cultured in medium containing 10% FBS and transfected with *LAPTM4B*-specific siRNA compared to cells transfected with control siRNA**

**Up-regulated gene features following siRNA-mediated *LAPTM4B* knockdown**

| <b>Probeset</b> | <b>Accession</b> | <b>Symbol</b> | <b>p-value</b> |
|-----------------|------------------|---------------|----------------|
| 7907222         | NM_006902        | PRRX1         | 0.0000009      |
| 8128991         | NM_001105206     | LAMA4         | 0.000002       |
| 8088264         | NM_017563        | IL17RD        | 0.0000028      |
| 8115490         | NM_033274        | ADAM19        | 0.0000037      |
| 8057990         | NM_153697        | ANKRD44       | 0.0000039      |
| 8152617         | NM_005328        | HAS2          | 0.000005       |
| 8116980         | NM_001165032     | RNF182        | 0.0000055      |
| 8153002         | NM_001135242     | NDRG1         | 0.0000058      |
| 7970954         | NM_004734        | DCLK1         | 0.0000085      |
| 8129458         | NM_033515        | ARHGAP18      | 0.0000127      |
| 8138231         | NM_015204        | THSD7A        | 0.0000134      |
| 8063942         | NM_002531        | NTSR1         | 0.0000187      |
| 8095680         | NM_000584        | IL8           | 0.000019       |
| 8059361         | NM_020830        | WDFY1         | 0.0000192      |
| 7988260         | NM_032892        | FRMD5         | 0.0000199      |
| 7922474         | NM_014656        | KIAA0040      | 0.0000239      |
| 7961166         | NM_013431        | KLRC4         | 0.0000258      |
| 8059376         | NM_001136529     |               | 0.0000276      |
| 7952036         | NM_198275        | MPZL3         | 0.0000311      |
| 7938608         | NM_006108        | SPON1         | 0.0000318      |
| 8140650         | NM_012431        | SEMA3E        | 0.0000323      |
| 7919326         | NM_016361        | ACP6          | 0.0000327      |
| 7909561         | NR_026761        | LINC00467     | 0.0000352      |
| 8174322         | NM_024657        | MORC4         | 0.0000355      |
| 8091411         | NM_014220        | TM4SF1        | 0.0000368      |
| 7947147         | NM_148893        | SVIP          | 0.0000401      |
| 8067233         | NM_020182        | PMEPA1        | 0.0000404      |
| 8105302         | NM_006350        | FST           | 0.0000515      |
| 7983867         | NM_032866        | CGNL1         | 0.0000527      |
| 7903507         | NM_001010883     | FAM102B       | 0.0000557      |
| 8172043         | NM_006307        | SRPX          | 0.0000578      |
| 7961187         | NM_213658        | KLRC1         | 0.000058       |
| 7961175         | NM_002261        | KLRC3         | 0.0000642      |
| 8139207         | NM_002192        | INHBA         | 0.0000682      |
| 8082100         | NM_017554        | PARP14        | 0.0000764      |
| 7930498         | NM_016234        | ACSL5         | 0.0000819      |
| 7951271         | NM_002421        | MMP1          | 0.0000836      |
| 7895980         |                  |               | 0.0000846      |
| 8107706         | NM_005573        | LMNB1         | 0.0000847      |
| 7988563         | NM_203349        | SHC4          | 0.0000857      |
| 7904761         | NM_003637        | ITGA10        | 0.0000878      |
| 8096160         | NM_001025616     | ARHGAP24      | 0.0000881      |
| 8152962         | NM_012472        | LRRC6         | 0.0000902      |
| 7965510         | NM_020698        | TMCC3         | 0.0000956      |
| 8119016         | NM_002754        | MAPK13        | 0.0000968      |
| 7924096         | NM_002497        | NEK2          | 0.0001029      |
| 7993588         | NM_024847        | TMC7          | 0.0001059      |
| 8174313         | NM_024657        | MORC4         | 0.0001073      |

|         |                 |              |           |
|---------|-----------------|--------------|-----------|
| 7894577 |                 |              | 0.0089472 |
| 8119241 | ENST00000363068 |              | 0.0089529 |
| 7904211 | NM_138959       | VANGL1       | 0.0089789 |
| 7905220 | NM_004425       | ECM1         | 0.0090038 |
| 8173349 | NM_001002254    | AWAT2        | 0.0090071 |
| 8084947 | NM_001105573    | FBXO45       | 0.0091411 |
| 8031720 | NM_213598       | ZNF543       | 0.0091445 |
| 8140752 | NM_000443       | ABCB4        | 0.0091505 |
| 8149275 |                 |              | 0.0091539 |
| 7892557 |                 |              | 0.009158  |
| 7892507 |                 |              | 0.0091702 |
| 8081548 | NM_015480       | PVRL3        | 0.0092031 |
| 7896319 |                 |              | 0.0092476 |
| 8076185 | NM_175709       | CBX7         | 0.0093062 |
| 7913415 | NM_032236       | USP48        | 0.0093408 |
| 8081256 | NM_018309       | TBC1D23      | 0.0093568 |
| 8110237 | NM_133369       | UNC5A        | 0.0093797 |
| 8002882 | NM_021615       | CHST6        | 0.0094104 |
| 7965322 | NM_000899       | KITLG        | 0.0094266 |
| 8122279 | NM_020340       | KIAA1244     | 0.0094271 |
| 8121927 | NM_030963       | RNF146       | 0.0094357 |
| 8143441 | NM_001080392    | KIAA1147     | 0.0094722 |
| 8173892 | NM_000390       | CHM          | 0.0094743 |
| 7895194 |                 |              | 0.0095014 |
| 8121622 | NM_001010892    | RSPH4A       | 0.0095283 |
| 8027368 | NM_203282       | ZNF254       | 0.0095422 |
| 8116722 | AY358807        | LOC100129033 | 0.0095854 |
| 8163116 | NM_019114       | EPB41L4B     | 0.0095896 |
| 8013179 | NM_145691       | ATPAF2       | 0.0096039 |
| 8129482 | NM_001017373    | SAMD3        | 0.0096377 |
| 7955055 | NM_017842       | SLC48A1      | 0.0096568 |
| 7902074 | NM_002303       | LEPR         | 0.009675  |
| 7982712 | NM_033286       | C15orf23     | 0.0096815 |
| 8180374 | NM_001006666    | APOBEC3F     | 0.0097068 |
| 8174340 | NM_018301       | RBM41        | 0.0097392 |
| 8162601 | NM_153695       | ZNF367       | 0.0097546 |
| 8002904 | NM_012091       | ADAT1        | 0.0098054 |
| 8147040 | NM_001105539    | ZBTB10       | 0.0098154 |
| 8002523 | NM_018348       | FTSJD1       | 0.0098927 |
| 7912537 | NM_004753       | DHRS3        | 0.0099024 |
| 8144184 | NM_020728       | ESYT2        | 0.0099294 |
| 8003204 | NM_016095       | GINS2        | 0.0099361 |
| 8175319 | NM_007131       | ZNF75D       | 0.0099512 |
| 8163825 | NM_005658       | TRAF1        | 0.0099647 |
| 7999279 | NM_016256       | NAGPA        | 0.0099873 |
| 8029688 | NM_012099       | CD3EAP       | 0.009995  |

#### Down-regulated gene features following siRNA-mediated *LAPTM4B* knockdown

| Probeset | Accession | Symbol  | p-value   |
|----------|-----------|---------|-----------|
| 8147503  | NM_018407 | LAPTM4B | 0         |
| 8150978  | NM_004056 | CA8     | 0.0000005 |

|         |                 |             |           |
|---------|-----------------|-------------|-----------|
| 7981982 | NR_003332       | SNORD116-17 | 0.0093376 |
| 7981986 | NR_003332       | SNORD116-17 | 0.0093376 |
| 7941260 | NM_031904       | FRMD8       | 0.0093884 |
| 8007154 | NM_021939       | FKBP10      | 0.0094161 |
| 8083901 | NM_022763       | FNDC3B      | 0.0094399 |
| 8154363 | NM_001029       | RPS26       | 0.0094729 |
| 8047487 | NM_003507       | FZD7        | 0.0094739 |
| 7897803 | NM_000302       | PLOD1       | 0.0095051 |
| 8156404 | NM_032310       | C9orf89     | 0.0095616 |
| 7921862 | NM_001013625    | C1orf192    | 0.0095754 |
| 7920971 | NM_144580       | C1orf85     | 0.0095847 |
| 8061184 | ENST00000398663 |             | 0.0095913 |
| 7909236 | NM_004759       | MAPKAPK2    | 0.009603  |
| 7974341 | NM_053064       | GNG2        | 0.0096032 |
| 8073949 | NM_001135101    | CRELD2      | 0.0096883 |
| 8009145 | NM_030779       | KCNH6       | 0.0096922 |
| 8176230 | NM_171998       | RAB39B      | 0.0097433 |
| 8180346 | NM_000581       | GPX1        | 0.0098058 |
| 8078012 | ENST00000362739 |             | 0.0098315 |
| 7898679 | NM_032264       | NBPF3       | 0.0098447 |
| 8124397 | NM_005319       | HIST1H1C    | 0.0098462 |
| 8038202 | NM_001190       | BCAT2       | 0.0098559 |
| 8028286 | NM_015073       | SIPA1L3     | 0.0098639 |
| 8073578 | BC024237        | C22orf32    | 0.0098675 |
| 8055872 | NM_000726       | CACNB4      | 0.009868  |
| 8077160 | NM_000487       | ARSA        | 0.0099043 |
| 8060030 | NM_006037       | HDAC4       | 0.0099054 |
| 7972021 | NM_014832       | TBC1D4      | 0.0099158 |
| 8110022 | NM_003945       | ATP6V0E1    | 0.0099415 |
| 7969596 | NM_004466       | GPC5        | 0.0099448 |
| 7967789 | NM_018663       | PXMP2       | 0.0099634 |
| 7994675 | NM_181718       | ASPHD1      | 0.0099758 |
| 7896533 |                 |             | 0.009997  |

How the deposited data were processed for this re-analysis (not part of the article)

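Gene expression was measured in Calu-6 cells that had received siControl or siLAPTM4B and were kept without serum or with 10% FBS, in 3 biological replicates per group, on 12 Affymetrix Human Gene 1.0 ST arrays. RNA was taken 48 h after the change of medium and 72 h after transfection. The deposited values are log2 signals that the authors made by RMA (background correction, quantile normalization between arrays and a summary over the probes of a feature) in BRB-ArrayTools v 4.3.0, as the paper's microarray methods and the sample labels state. The library file, the probe set level and the annotation version are not stated there. Values lie between 3.37 and 14.8, and 0 columns were left unmapped to a group.

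Of the features, 19460 carry exactly 1 gene symbol, 1754 carry several and 12038 carry none. Gene results use the features with exactly 1 symbol, which stand for 18417 genes, 769 of them with several features. Where one value per gene was needed, the feature with the highest mean over the 12 arrays was taken. Counts of features at the threshold of the methods use all features.

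siLAPTM4B was compared with siControl in each serum condition by a fit of its 6 arrays in limma 3.58.1 (R 4.3.3), with one prior variance for all features. Serum withdrawal was compared in the siControl arrays in the same way, and the interaction of knockdown and serum was fitted to all 12 arrays. P-values were adjusted by Benjamini-Hochberg over the features of a comparison, and genes were called at an adjusted p under 0.05. The paper names an unadjusted p under 0.01 for its gene selection, so counts are also given at that threshold. Its microarray methods name no test. Student's t-test, which its statistics section names for the in vitro experiments in general, is called the methods' t-test here. It need not be the test used on the arrays. The p in Supplementary Tables S3 and S4 lay closer to limma's (median ratio 0.998 and 0.999) than to this t-test's (2.86 and 2.80). Exact permutation tests compared the arrays of single genes, where the smallest two-sided p of 3 arrays against 3 is 0.1. Replicate numbers were not used as pairs, a choice made in advance, and a replicate block was an alternative; the paper states no shared batch or day for a number. Deviations from the group means of arrays with the same number had correlations of 0.39, 0.069 and 0.18 between siControl and siLAPTM4B without serum, and of 0.37, 0.15 and -0.079 with 10% FBS, so the numbers do not pair the arrays there by a correlation over 0.1 in each of the 3. Between the siControl media they were 0.37, 0.13 and 0.20, so for serum withdrawal the numbers do pair the arrays. Its blocked count is given with the alternatives. Between siLAPTM4B without serum and siControl with 10% FBS they were 0.48, 0.18 and 0.35. Between the siLAPTM4B media they were 0.32, 0.13 and -0.17, and between siControl without serum and siLAPTM4B with 10% FBS 0.18, 0.12 and -0.11. In the interaction the numbers thus pair some groups and not others, and its blocked count is given too.

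The paper scored upstream regulators and pathways with commercial software whose knowledge base is not used here. In its place, 28 gene lists were written from general knowledge: NRF2 targets and 6 parts of that list (glutathione and thioredoxin, NADPH supply, heme and iron, quinone and aldehyde detoxification, efflux transporters, regulators and other targets), MEK and ERK output, ELK1 and SRF immediate early genes, FOXO targets, autophagy, lysosome, pro-apoptotic and anti-apoptotic genes, p53 targets, cholesterol and fatty acid synthesis, the ATF4 response, the unfolded protein response, interferon response, TGF-beta response, extracellular matrix, hypoxia targets, NF-kappaB and inflammatory genes, S phase, G2 and M phase, and markers of leukocytes and of fibroblasts. Lists were tested over one value per gene with camera at a preset correlation of 0.01, again with the correlation estimated from the data, and with fry. A call lost with the estimated correlation does not by itself show correlated genes. On serum withdrawal in siControl cells, fatty acid synthesis had an estimated correlation of -0.078, below the preset one. Its unadjusted camera p still rose from 4.1e-07 to 0.0059. The p of a list was adjusted over the 28 lists. The genes of the network in Fig. 3D were read from the figure and only counted.

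Named genes were chosen by rule: *LAPTM4B*, the genes that the paper names for the arrays and the network, the genes drawn in Fig. 3D, the 10 genes with the largest change in each direction of a comparison among called genes whose groups did not overlap, up to 4 called members of each list and direction, and the 5 largest interactions in each direction. Parts of Supplementary Tables S3 and S4 had been read by then.

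Choices were varied one at a time, except as follows. The methods' t-test was also run with another threshold or adjustment than the result it replaced. The intensity trend and the robust prior variance were changed together, and neither was varied alone. The alternatives were one fit of all 12 arrays, a replicate block, centring of each array on its median and repeated quantile normalization. Further ones were omission of features with a mean under percentile 40 and the other choice of features (all, or those with 1 symbol). The rest were an intensity trend with robust prior variance, the methods' t-test, an adjusted p under 0.01, an absolute log2 fold change of at least 1, the mean of all features of a gene, and omission of each array in turn. The comparisons were tested on simulated data with 50 planted genes per size. Of changes of 0.25, 0.5 and 1 on the log2 scale, 28%, 88% and 100% were called without serum, 18%, 90% and 100% with 10% FBS, and 12%, 68% and 100% in the interaction. Of all simulated calls, 2.47%, 4.94% and 6.04% were false. Signals of arrays of one group differed with an SD between 0.0957 and 0.140 over genes, and at most 1 value was identical in any pair of arrays. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.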

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

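The tests of an estimated correlation over the immediate early genes, of different siControl arrays singly, of different siControl arrays and of serum withdrawal in siLAPTM4B cells, the count over the splits that keep the siControl media, the simulated pairs, and the requirement that a list pass 3 set tests to be described here, were chosen after the results had been seen; the other tests in this part were planned.

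For 51 genes the effect of knockdown differed between the media in limma's interaction test (adjusted p under 0.05). The differences in log2 fold change, without serum minus with 10% FBS, were -0.90 for *FOS*, -0.88 for *IL7R*, -0.87 for *HAS2*, -0.83 for *SRPX2*, -0.81 for *FGF7*, 0.57 for *KCTD4*, 0.75 for *NNMT*, 0.89 for *PLAU*, and 0.93 for both *LIFR* and *TNFSF10*. *FOS*, *IL7R*, *HAS2*, *PLAU*, *LIFR* and *TNFSF10* passed the threshold without each of the 12 arrays. In the siControl arrays without serum, *LIFR* lay at 5.49 to 5.69, *TNFSF10* at 5.55 to 5.77 and *KCTD4* at 6.01 to 6.06. These values are below the lower quartile of each of those arrays (6.14 to 6.17). A fall may hardly show at such signals, so the differences of these genes do not settle a dependence on serum. The call of *SRPX2* was lost without siLAPTM4B 0% FBS replicates 1 (adjusted p = 0.058) or 2 (0.065) or siControl 10% FBS replicate 2 (0.059), and that of *KCTD4* without siControl 0% FBS replicates 2 (0.0505) or 3 (0.0501), siLAPTM4B 0% FBS replicates 1 (0.058) or 2 (0.065) or siLAPTM4B 10% FBS replicate 3 (0.057). That of *NNMT* was lost (0.051 to 0.088) without each array but siControl 0% FBS replicate 1, siControl 10% FBS replicate 2, siLAPTM4B 0% FBS replicate 3 and siLAPTM4B 10% FBS replicate 1, and that of *FGF7* (0.058 to 0.10) without each but siControl 0% FBS replicate 1, siControl 10% FBS replicate 3 and siLAPTM4B 0% FBS replicate 3. The serum labels were exchanged within each siRNA in 100 of 200 possible splits, and 2, the real one included, gave as many genes (51, and 738 in the highest other). Splits that mix the siControl media put the large response to serum into the spread between arrays and gave at most 2 genes, so they decide nothing. Of the 12 that keep the siControl media, the real one included, 2 gave as many genes and another gave 48. These 12 splits cannot give a share under 0.05. The 11 besides the real split mix the siLAPTM4B media. This puts the response to serum into both the tested difference and the spread, so they decide nothing either. The split with 738 genes moves 4 siLAPTM4B arrays to the other medium, so its count takes in the response to serum. Others that move as many gave 8 to 48.

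As groups, the immediate early genes of ELK1 and SRF (mean difference -0.178), NF-kappaB and inflammatory genes (-0.139, adjusted p = 3.9e-04) and the NRF2 regulators and other targets (-0.128, adjusted p = 0.0081) were also shifted more negatively without serum. They were chosen because they passed 3 set tests. These were camera and fry at an adjusted p under 0.05, and camera with an estimated correlation at an unadjusted p under 0.05. In that order the lists gave adjusted p = 0.066, 0.091 and 0.29 with an estimated correlation. By camera alone, other lists were called too: S phase genes (-0.089, adjusted p = 7.4e-05, and adjusted p = 0.45 with an estimated correlation), cholesterol synthesis and uptake (0.089, adjusted p = 3.3e-04, and adjusted p = 0.29 with an estimated correlation), G2 and M phase genes (-0.068, adjusted p = 4.0e-04, and adjusted p = 0.48 with an estimated correlation), anti-apoptotic genes (-0.14, adjusted p = 0.0026, and adjusted p = 0.30 with an estimated correlation), hypoxia targets (0.070, adjusted p = 0.0032, and adjusted p = 0.48 with an estimated correlation), TGF-beta response (-0.081, adjusted p = 0.0060, and adjusted p = 0.39 with an estimated correlation), interferon response (-0.093, adjusted p = 0.011, and adjusted p = 0.30 with an estimated correlation), NRF2 heme and iron (-0.18, adjusted p = 0.013, and adjusted p = 0.36 with an estimated correlation), autophagy machinery (-0.070, adjusted p = 0.016, and adjusted p = 0.42 with an estimated correlation), MEK and ERK output (-0.078, adjusted p = 0.016, and adjusted p = 0.42 with an estimated correlation) and lysosome (-0.046, adjusted p = 0.031, and adjusted p = 0.48 with an estimated correlation).

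The immediate early genes were called lower after knockdown without serum (adjusted p = 0.25 with an estimated correlation) and not with it. Scaling between arrays as the whole cause is argued against by the mean difference, which was -0.173 at its least negative under median centring and repeated quantile normalization, and a single array by the value of -0.160 at its least negative when each of the 12 was left out (without siControl 0% FBS replicate 3). A serum-dependent effect of the knockdown may underlie the pattern, but the interaction of the list, which is the observation itself, gave adjusted p = 0.066 with an estimated correlation (range 4.3e-11 to 0.066 over 17 alternatives), and no separate test of it was at hand, so it stays open. Differences in cell density or in the time since the last stimulus between dishes, to which immediate early genes respond, were not tested and stay open.

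The paper follows serum withdrawal in siControl cells by assays of NRF2 but does not compare the array genes of these cells between the media. Without serum, 5064 features with 1 gene symbol differed from 10% FBS (2562 higher, 2502 lower). Cholesterol synthesis and uptake rose with a mean log2 fold change of 0.622 (18 of 19 measured genes higher; camera adjusted p = 9.1e-17, and 0.045 with an estimated correlation). Fatty acid synthesis (0.416, adjusted p = 3.8e-06), immediate early genes (0.388, 1.2e-06), FOXO targets (0.310, 6.2e-05) and the NRF2 list of NADPH supply (0.275, 0.0061) were higher and TGF-beta genes lower (-0.312, 7.3e-04). All were chosen because they passed the same 3 set tests, with the estimated correlation judged at an unadjusted p under 0.05. In that order these calls were lost with adjusted p = 0.083, 0.15, 0.22, 0.22 and 0.23 with an estimated correlation. By camera alone, other lists were called too: hypoxia targets (0.34, adjusted p = 1.9e-04, and adjusted p = 0.40 with an estimated correlation), MEK and ERK output (0.23, adjusted p = 0.0049, and adjusted p = 0.30 with an estimated correlation), G2 and M phase genes (-0.076, adjusted p = 0.0062, and adjusted p = 0.40 with an estimated correlation), NRF2 efflux transporters (-0.50, adjusted p = 0.0066, and adjusted p = 0.24 with an estimated correlation), NRF2 regulators and other targets (0.23, adjusted p = 0.011, and adjusted p = 0.29 with an estimated correlation), p53 targets (0.16, adjusted p = 0.046, and adjusted p = 0.24 with an estimated correlation) and interferon response (0.10, adjusted p = 0.048, and adjusted p = 0.41 with an estimated correlation). The 10 splits of these 6 arrays cannot give a share under 0.05; the real split, the only 1 of the 10 with as many genes, gave 5064 and the highest other gave 0.

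With 10% FBS, knockdown moved genes in the direction of serum withdrawal. Of the 371 genes that rose after knockdown in serum, 187 also rose on withdrawal in siControl cells and 47 fell, and of the 383 that fell, 207 fell and 59 rose. The correlation over these called genes, which are not independent, was 0.463, and 0.295 over all genes. Both comparisons use the siControl arrays with 10% FBS, and sharing them alone gave a mean correlation of 0.50 over all genes in 100 simulated pairs without any change, so neither the correlations nor these counts tell a common response from shared arrays. The covariance over all genes was 0.0085, against a mean of 0.0024 in the simulated pairs. When they took different ones of these arrays, the covariance was 0.0047 to 0.0071, which argues against shared arrays as the whole cause and leaves them as part of it. The value of 0.0047 came with siControl 10% FBS replicate 3 alone in the knockdown effect. A single siControl array with 10% FBS is argued against by the covariances when each effect took 1 different such array and the third was left out. They were 0.0038 to 0.0079, the lowest with replicate 3 for knockdown and replicate 1 for withdrawal. A single siControl array without serum was not tested in this way. Against serum withdrawal in the siLAPTM4B cells, where the shared siLAPTM4B arrays enter with the opposite sign, the correlation over the called genes was 0.174, while over all genes it was -0.011. A response of the knockdown cells that resembles serum withdrawal is therefore a candidate explanation, and a part played by shared arrays stays open.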

How the results depend on the processing

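All alternatives in this part were set beforehand, and the cause of each change was not tested, except where fewer arrays, fewer or more features tested, or a stricter threshold make it.

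Of the features with 1 gene symbol, knockdown changed 454 without serum and 793 with 10% FBS. At an adjusted p under 0.01 these were 119 and 208, with an absolute log2 fold change of at least 1, 5 and 5, and over all features 134 and 279. They were 848 and 1200 with dim features left out, 1126 and 1686 with an intensity trend and robust prior variance, and 687 and 1370 in one fit of all 12 arrays. The methods' t-test gave 1041 and 1300 at an unadjusted p under 0.01, and 27 and 177 after Benjamini-Hochberg adjustment. With a replicate block (replicates treated as paired) they were 656 and 833.

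Leaving out 1 array gave 118 to 290 without serum (siControl 0% FBS replicates 1 to 3: 187, 157, 168; siLAPTM4B 0% FBS: 232, 118, 290). With 10% FBS it gave 228 to 482 (siControl: 425, 228, 306; siLAPTM4B: 482, 396, 245).

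The 1262 and 1680 features at an unadjusted p under 0.01 were 1247 and 1655 with the methods' t-test at the same threshold, 4 and 22 with it after adjustment, 1276 and 1625 with a replicate block, and 783 to 1088 and 993 to 1602 with 1 array left out, the lowest without siLAPTM4B 0% FBS replicate 2 and without siControl 10% FBS replicate 2.

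The 51 genes of the interaction became 19 at an adjusted p under 0.01, 105 with dim features left out, 163 with an intensity trend and robust prior variance, 84 with a replicate block, 17 over all features, and 19 to 51 with 1 array left out (siControl 0% FBS: 29, 26, 21; siControl 10% FBS: 27, 24, 35; siLAPTM4B 0% FBS: 19, 22, 51; siLAPTM4B 10% FBS: 43, 28, 28). The 5064 genes of serum withdrawal became 2989 at an adjusted p under 0.01, 5608 with a replicate block, and 3632 to 4478 with 1 array left out.

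The NRF2 targets stayed lower as a list under all 16 alternatives in each medium (means -0.19 to -0.16 without serum, -0.15 to -0.13 with 10% FBS). Their call was lost only with the correlation estimated for each list (mean -0.171 with adjusted p = 0.25, and -0.138 with adjusted p = 0.30); the adjusted p of the others started at 1.3e-20 and 5.1e-11. The difference of the list between media was not called under any of 21 alternatives (adjusted p 0.091 to 0.81). The call of *NQO1* was lost under 10 of 15 alternatives without serum and 11 of 15 with 10% FBS, and that of *HMOX1* without serum only with the methods' t-test after adjustment (0.11; range 0.00021 to 0.11). No call of a gene or list reversed its direction. Small changes are often missed: of simulated changes of 0.25, 28% and 18% were called.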

Differences from the paper's values

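With limma over all features, at the paper's threshold, no count of features that the paper states and no p listed above 0 in Supplementary Tables S3 and S4 differs by more than 1.5 times (limma's p was 0.924 to 1.15 times the paper's without serum and 0.929 to 1.21 times with 10% FBS). The gene results use a fit of the features with 1 gene symbol, whose p is not on that footing.

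In the paper, the pathway software predicts inhibition of several regulators in Fig. 3B, with NRF2 at the lowest Z-score, and a stronger one in serum-starved cells than in serum. The list of NRF2 targets was called lower here in both media (mean log2 fold change -0.17 without serum and -0.14 with 10% FBS), with adjusted p = 0.25 and 0.30 with an estimated correlation. In each medium 12 of the 53 targets were called lower, and with 10% FBS 1 was called higher. The difference between the media was not called for the list (-0.033, camera adjusted p = 0.22, and 0.091 to 0.81 over 21 alternatives). Going the way of the paper, 34 of the 53 targets had a more negative estimate without serum. The NRF2 regulators and other targets differed (-0.13, camera adjusted p = 0.0081, and adjusted p = 0.29 with an estimated correlation). The heme and iron list differed too (-0.18, adjusted p = 0.013, and adjusted p = 0.36 with an estimated correlation), with a median of -0.14. The other parts of the NRF2 list were not called in this difference. *HMOX1*, which belongs to the heme and iron list and is not evidence apart from it, was called only without serum. Its own difference was -0.78 (adjusted p = 0.074), and it is called with dim features left out (0.039), with an intensity trend and robust prior variance (0.030) and with a replicate block (0.049), all set before the data were examined.

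The paper likens the effect of knockdown in serum-starved cells to that of PI3K and MEK inhibitors in Fig. 3B. The lists of FOXO targets and of MEK and ERK output were not called here without serum (-0.018, adjusted p = 0.41, and -0.035, adjusted p = 0.83). The list of ELK1 and SRF immediate early genes was called lower (-0.14, adjusted p = 3.4e-07, and adjusted p = 0.25 with an estimated correlation). Of its 28 genes, 3 were called lower and 25 were not called. The lists are not the gene sets that the software scores for these inhibitors, so they do not decide the paper's comparison. Serum withdrawal alone had raised the FOXO list in siControl cells (0.310, camera adjusted p = 6.2e-05, and adjusted p = 0.22 with an estimated correlation). A further rise after knockdown may hardly show there.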

Other observations

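The tests on the NRF2 targets beside the *NFE2L2* transcript were chosen after the result had been seen; the splits of the arrays were planned.

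The list of NRF2 targets was called lower after knockdown in serum-starved cells, with 12 of its 53 genes called lower, while the *NFE2L2* transcript was not called. The call of the list gave adjusted p = 0.25 with an estimated correlation. A bright feature that responds less on the array is argued against by the 13 targets at least as bright as *NFE2L2*, which had a median log2 fold change of -0.101, as the whole cause; this is nearer to 0 than the median of -0.159 over the 53 targets, so that a part played by brightness stays open. A shift of all genes of similar brightness is argued against by 10000 random lists matched on mean signal, none of which had a mean as low (permutation p = 1e-04, the smallest they can give; lowest mean -0.0695). A fall of the *NFE2L2* transcript as large as the median of its 53 targets is argued against by the lower bound of its 95% interval, -0.114. A smaller fall, such as the median of the 13 bright targets, stays open. A change in NRF2 protein or in its activity may underlie the pattern, but the arrays do not measure it and it was not tested here. In serum-starved Calu-6 cells the paper reports less NRF2 at the *HMOX1* promoter (ChIP) and less nuclear NRF2 (western blotting) after *LAPTM4B* knockdown.

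For the comparisons of 6 arrays, 10 splits cannot give a share under 0.05. In each of them only 1 of the 10 splits, the real one, gave its value: 454 genes without serum against 0 in the highest other split, 793 with 10% FBS against 0, 1262 features at an unadjusted p under 0.01 against 550, and 1680 against 720. For the NRF2 targets, minus log10 of the camera p was 17.7 without serum against 7.77 in the highest other split, and 9.27 with 10% FBS against 5.30.

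*LAPTM4B* itself fell further with 10% FBS than without serum (difference 0.33, adjusted p = 0.035). This call was lost without each of the 12 arrays (adjusted p 0.052 to 0.10) and over all features (0.095).

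Over the features listed in Supplementary Tables S3 and S4, the median ratio of limma's p to the paper's p was 0.998 and 0.999, and that of the methods' t-test 2.86 and 2.80. The tables share 404 features, 398 with the same direction and 6 with opposite ones.

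Markers of other cell types were not called as groups. The leukocyte markers had a mean log2 fold change of 0.0089 without serum and 0.055 with 10% FBS (camera adjusted p = 0.71 and 0.20), and the fibroblast markers -0.055 and -0.078 (adjusted p = 0.71 and 0.30), although *LUM* and *PDGFRB* were called lower in both media.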
